# Ablating VHL in rod photoreceptors modulates RPE glycolysis and improves preclinical model of retinitis pigmentosa

**DOI:** 10.1172/JCI185796

**Published:** 2025-02-12

**Authors:** Salvatore Marco Caruso, Xuan Cui, Brian M. Robbings, Noah Heapes, Aykut Demikrol, Bruna Lopes Da Costa, Daniel T. Hass, Peter M.J. Quinn, Jianhai Du, James B. Hurley, Stephen H. Tsang

**Keywords:** Metabolism, Ophthalmology, Therapeutics, Gene therapy, Glucose metabolism, Retinopathy

## Abstract

Neuroretinal degenerations including retinitis pigmentosa (RP) comprise a heterogeneous collection of pathogenic mutations that ultimately result in blindness. Despite recent advances in precision medicine, therapies for rarer mutations are hindered by burdensome developmental costs. To this end, Von Hippel-Lindau (VHL) is an attractive therapeutic target to treat RP. By ablating VHL in rod photoreceptors and elevating hypoxia-inducible factor (HIF) levels, we demonstrate a path to therapeutically enhancing glycolysis independent of the underlying genetic variant that slows degeneration of both rod and cone photoreceptors in a preclinical model of retinitis pigmentosa. This rod-specific intervention also resulted in reciprocal, decreased glycolytic activity within the retinal pigment epithelium (RPE) cells despite no direct genetic modifications to the RPE. Suppressing glycolysis in the RPE provided notable, noncell-autonomous therapeutic benefits to the photoreceptors, indicative of metabolically sensitive crosstalk between different cellular compartments of the retina. Surprisingly, targeting HIF2A in RPE cells did not impact RPE glycolysis, potentially implicating HIF1A as a major regulator in mouse RPE and providing a rationale for future therapeutic efforts aimed at modulating RPE metabolism.

## Abstract 2

Reprogramming of cell metabolism via hypoxia-inducible factors identifies mutation-agnostic therapeutic strategy for treating retinitis pigmentosa and illuminates metabolic interdependencies of cell types in the retina.

## Introduction

Ranging widely in severity and frequency, diseases causing vision loss collectively pose a global economic burden of over 100-billion USD annually (1).Retinitis Pigmentosa’s (RP’s) genetic landscape is highly heterogenous, with potentially hundreds of unique mutations for each of the more than 80 genes associated with the disorder (2). The rarity of certain mutations and the burdensome developmental costs of therapeutics have strongly inhibited clinical progress addressing these segments. A therapeutic capable of preserving retinal function independent of the underlying mutation would be both highly advantageous and desirable for treating the larger patient population. In recent years, several independent researchers have demonstrated that aging and dystrophic photoreceptors exhibit a metabolic compartmental shift from glycolysis to oxidative phosphorylation (OXPHOS) across multiple genetic backgrounds while their retinal pigment epithelium (RPE) counterparts shift simultaneously to increase reliance on glycolysis and decrease reliance on OXPHOS (3–6).

In a young healthy eye, rods take up glucose from RPE and convert it into lactate in the presence of oxygen, a phenomenon also known as aerobic glycolysis or the Warburg effect (7–9). A paracrine factor from the rods is then used as a substrate for OXPHOS in RPE and a suppressor of RPE-specific glucose consumption (5, 10). While rod and cone photoreceptors rely primarily on glucose for energy, the RPE can oxidize a broad range of substrates including lactate, glucose, succinate, proline, or ketones (10, 11). Altogether, a potential metabolic coupling dynamic emerges where the RPE acts as a niche compartment that fuels the glycolytic rods and potentially vice versa. When this metabolic balance becomes asynchronous, the retinal ecosystem begins to fail—a decrease in lactate concentration due to rod death may prompt an increase in RPE glucose consumption, possibly depriving photoreceptors of their preferred metabolic fuel (10). This potential decompartmentalization toward aerobic glycolysis in RPE and OXPHOS in rods underlies cone starvation, death, and ultimately blindness across a variety of retinitis pigmentosa genetic backgrounds (12–14).

While there are many potential avenues for reprogramming glycolysis, targeting hypoxia-inducible factors (HIFs) remains particularly attractive due to their broad roles in regulating cell metabolism. HIFs act as regulatory nodes of glycolysis in response to hypoxia, resulting in a robust protective remodeling that generally supports energetic demands by moving away from oxygen-dependent OXPHOS. Particularly, HIF1A directs glucose away from OXPHOS toward anaerobic glycolysis, which may free up carbon from glucose for anabolic activity (15, 16). Under normoxic conditions, HIFs are rapidly degraded by prolyl hydroxylation (PHD) and ubiquitination stimulated by Von Hippel-Lindau (VHL). VHL is the recognition component of an E3 ubiquitin ligase complex that targets HIF1A/HIF2A for proteolysis (16). Photoreceptors in the retina can thrive in a low-oxygen environment (6). However, in retinitis pigmentosa, hyperoxia (driven by diminished O_2_ consumption) may stimulate further retinal degeneration (17–19).

Like other conserved cellular mechanisms of degeneration, reprogramming of cell metabolism can slow the progression of retinitis pigmentosa (20–26). Here, we ablated VHL specifically in the rods to evaluate the effects of stabilizing HIFs, which are downregulated in the aging and diseased retina (27, 28). We hypothesize that enhancing glycolysis via stabilization of HIF levels can delay degeneration by rejuvenating metabolism in diseased photoreceptors. Following ablation of VHL, we observed a stabilization of HIFs and robust functional and histological rescues. These findings were supported by increased glycolytic intermediates in the retina. Unexpectedly, we also observed a robust remodeling of RPE metabolism following rod-specific ablation of VHL, supporting a metabolic crosstalk between cell compartments. To assess if suppressing glycolysis in the RPE would also provide therapeutic benefit, we explored the impact of HIF2A ablation on degeneration. Our findings suggest that HIF-mediated rescues may involve pathways in addition to cell metabolism and identify HIF1A as a future therapeutic targeting for modulating metabolism in the RPE.

## Results

To probe the effects of a rod-specific VHL ablation, we crossed *Vhl^loxP/loxP^* mice (JAX 004081; *Vhl^tm1Jae^/J* mice) with a *Pde6g^Cre–ERT2/+^* line (29, 30). The Cre recombinase allele was kept heterozygous to avoid interfering with the endogenous gene’s function. This cross yielded *Vhl^loxP/loxP^*; *Pde6g^Cre–ERT2/+^* mice, which were then crossed with our *Pde6b^H620Q/H620Q^* RP mice to generate our experimental *(Vhl^–/–^; Pde6b^H620Q/H620Q^; Pde6g^Cre–ERT2/+^*) and control mice *(Vhl^loxP/loxP^*; *Pde6b^H620Q/H620Q^; Pde6g^Cre–ERT2/+^*). In our experimental line, tamoxifen treatment subsequently activated the Cre recombinase, which then excised a region of the *VHL* promoter and exon 1, silencing gene expression (29). 

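In the GENCODE M21 annotation of the mouse genome build GRCm38, Vhl (ENSMUSG00000033933) lies on the + strand of chromosome 6 from 113623959 to 113631633. Transcript Vhl-201 spans the whole gene in 3 exons. Its exon 1 runs from 113623959 to 113624378, 420 bases at the promoter end of the gene. Exon 2 runs from 113628092 to 113628214 (123 bases), and exon 3 from 113629385 to 113631633 (2249 bases). The annotation also lists transcripts Vhl-202 and Vhl-203, which begin downstream of exon 1, at 113624721 and 113624929, and share exon 2 with Vhl-201. The counts used here hold 1 number per gene, so they do not separate reads of exon 1 from reads of the other exons.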

The resulting model demonstrated a robust retinal degeneration, characterized by histological thinning and functional electroretinogram (ERG) deficits, which is consistent with previous studies of the *Pde6b^H620Q/H620Q^* variant (21). Experimental mice were injected with tamoxifen on 3 separate days ranging from 7 to 10 days postnatal (P7–P10). Successful tamoxifen-dependent genomic excision in rod photoreceptors was demonstrated by the presence of a truncated PCR product (Supplemental Figure 1A; supplemental material available online with this article; https://doi.org/10.1172/JCI185796DS1), a decrease in VHL protein levels, an increase in HIF1A/HIF2A proteins, and an increase in downstream targets (Supplemental Figure 1B). Analysis was performed at 3 weeks of age to mitigate obfuscation and variability associated with degeneration.

Tamoxifen-injected mice were evaluated at 4, 6, and 8 weeks of age for histological and functional metrics. These endpoints were significantly improved over untreated counterparts up to nearly 2 months (Figure 1). Rod-specific ablation of VHL improved photoreceptor preservation, as measured by outer nuclear layer (ONL) thickness as a function of distance from the optic nerve (*n* ≥ 5, Figure 1, A and B). VHL ablation also resulted in significant ERG improvements across all 3 phases (rod-specific, maximum, and cone-specific responses) at all timepoints evaluated (*n* ≥ 6, Figure 1, C and D). 

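Bulk RNA-seq counts were analysed for the neural retinas of 4 VHL KO mice and 4 VHL control mice at 3 weeks of age, with 1 library per mouse. All mice carried the Pde6b mutation that makes their rods degenerate. VHL KO mice also carried floxed Vhl and a tamoxifen-inducible Cre recombinase expressed in rods, and received 3 tamoxifen injections of 100 µg per g body weight between postnatal days 7 and 10. Control mice carried the same alleles without ablation. The paper's methods give them a sham injection of ethanol in sunflower oil, whereas the sample labels list no treatment. The New York Genome Center sequenced the libraries, mapped the reads and counted them per gene, and the authors deposited these counts without normalization. The paper's text names neither the aligner nor the genome build. The total count per library ran from 63814870 to 68748312 (median 67462831.5) in VHL control retinas and from 60611374 to 65508963 (median 63632060) in VHL KO retinas. Counts from 1 to 20 were even more often than odd, in 65.9% of cases (median over 17 libraries of both experiments), against 50.7% for counts of 200 or more. Genes with a total of at least 10 counts over the 8 libraries were tested with edgeR's quasi-likelihood test after TMM normalization, and called at a Benjamini-Hochberg adjusted p under 0.05. Expression levels are given as CPM, the counts of a gene scaled to a common library size after TMM normalization over the 17 libraries. The libraries also differed in Xist and in lens transcripts, for which CPM is scaled by the library total without TMM normalization. Xist was above 100 CPM in 0 of 4 VHL control and 3 of 4 VHL KO libraries. The mean log2 CPM of 12 lens genes, which include crystallins, had a median of 6.67 in VHL control and 1.19 in VHL KO libraries. The lens difference was not significant (exact permutation test, two-sided, p = 0.26). Only 1 VHL KO library had low Xist, so the comparison could not be repeated among libraries of the same Xist status.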

To define the mechanism of rescue involved in VHL’s ablation, we performed RNA-seq analysis on neural retina at 3 weeks of age, prior to the onset of degeneration (*n* = 4). 

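Of 23223 genes tested, 3363 differed between VHL KO and VHL control retinas, 1582 higher and 1781 lower in VHL KO. Rises were 47.0% of these genes after TMM normalization and 60.7% after upper-quartile normalization. Among all genes tested, every VHL KO library lay on one side of every control library in 19.1%, against 2.86% by chance. With the replicate number as a block, 3254 genes were called. The deviations of same-numbered mice from their group means had a mean correlation of -0.171, against 0.0385 for mice of other numbers. The alternative that moved the number most was the pair of limits read from the paper's supplementary gene lists, adjusted p under 0.01 with a fold change of at least 1.2 or at most 0.8, which left 855 genes. With Xist status as a covariate, 1314 genes were called. Both were chosen after the data were seen.

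Vhl had 20.7 ± 1.27 (SD, n = 4) CPM in VHL KO and 29.5 ± 0.936 (SD, n = 4) in VHL control retinas (log2 fold change -0.51, SE 0.048, adjusted p = 1.1e-06 in edgeR's quasi-likelihood test). The VHL KO libraries lay between 19.3 and 22.3 CPM and the control libraries between 28.7 and 30.8. Its log2 fold change stayed between -0.54 and -0.48 when each mouse was left out in turn. Slc2a1, which encodes Glut1, lies on chromosome 4 from 119108711 to 119137983 (+ strand) of GRCm38. It rose from 221 ± 29.1 (SD, n = 4) to 409.9 ± 21.8 (SD, n = 4) CPM (log2 fold change 0.89, SE 0.10, adjusted p = 0.0013 in edgeR). With Xist status and the lens measure together as covariates, added after the data were seen, the rise in Slc2a1 was 0.97 and no longer passed the threshold. Hk1 rose from 697 ± 14.1 (SD, n = 4) to 801 ± 8.14 (SD, n = 4) CPM (log2 fold change 0.20, SE 0.026, adjusted p = 3.3e-05 in edgeR). Hk2 rose from 412 ± 33.7 (SD, n = 4) to 1141 ± 63.9 (SD, n = 4) CPM (log2 fold change 1.47, SE 0.067, adjusted p = 2.3e-06 in edgeR). The log2 fold change was 0.56 (SE 0.029) for Gapdh, 0.77 (SE 0.038) for Eno1, 0.44 (SE 0.028) for Pkm and 0.56 (SE 0.041) for Ldha. The highest adjusted p of these 4 genes was 5.1e-07 in edgeR's test, for Ldha. For each gene from Vhl to Ldha, the 4 VHL KO libraries did not overlap the 4 control libraries (exact permutation test, two-sided, p = 0.029, the smallest that 4 against 4 allow). None of these calls was lost with the replicate number as a block. Of the 75-base stretches of the longest transcript, 22.8% in Gapdh, 65.4% in Eno1, 19.6% in Pkm and 5.23% in Ldha also occur in other annotated genes, so the counting could have split their reads with near-identical copies. Slc2a1, Hk1, Hk2 and Gapdh overlap other annotated genes, and the paper's text does not say whether the counting used strand.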

DESeq2 analysis identified a variety of differentially expressed genes (DEGs), including downregulation of *Vhl* and an upregulation of glycolytic proteins/enzymes, including glucose transporter 1 (*Glut1*), hexokinase 1/2 (*Hk1*/*Hk2*), glyceraldehyde 3-phosphate dehydrogenase (*Gapdh*), enolase I (*Eno1*), pyruvate kinase (*Pkm*), and lactate dehydrogenase A (*Ldha*) (Figure 2, A and B). Further analysis showed upregulation of *Pdk1*, a master regulator of pyruvate fate that inhibits uptake into the mitochondria for OXPHOS and thus promotes aerobic glycolysis. Similarly, *Pdk3* was also upregulated, which inhibits the conversion of pyruvate into acetyl-CoA, an essential early step of OXPHOS. 

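Pdk1 (ENSMUSG00000006494), which lies on chromosome 2 from 71873224 to 71903858 (+ strand) of GRCm38, had 73.9 ± 2.47 (SD, n = 4) CPM in VHL control and 167 ± 5.70 (SD, n = 4) in VHL KO retinas. The log2 fold change was 1.18 (SE 0.036, adjusted p = 8.7e-13 in edgeR's quasi-likelihood test). It stayed at 1.16 or above over the 8 fits that each left out 1 mouse. The adjusted p was 2.9e-10 with the replicate number as a block. The highest control library, at 75.7 CPM, lay below the lowest VHL KO library, at 161.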

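Pdk3 (ENSMUSG00000035232), on chromosome X from 93764607 to 93832201 (minus strand) of GRCm38, rose less than Pdk1. It had 25.5 ± 2.00 (SD, n = 4) CPM in VHL control and 30.8 ± 0.569 (SD, n = 4) in VHL KO retinas (log2 fold change 0.27, SE 0.050, adjusted p = 0.0010 in edgeR's quasi-likelihood test). The highest control library had 28.4 CPM and the lowest VHL KO library 29.9. The adjusted p was 0.0012 with the replicate number as a block and at most 0.0057 when a mouse was left out. Pdk3 lies on the X chromosome, and with Xist status as a covariate, chosen after the data were seen, its rise was 0.24 and no longer passed the threshold.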

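Slc16a3 (ENSMUSG00000025161), which encodes Mct4, lies on chromosome 11 from 120948480 to 120960868 (+ strand) of GRCm38. It had 50.6 ± 4.92 (SD, n = 4) CPM in VHL control and 206 ± 5.58 (SD, n = 4) in VHL KO retinas (log2 fold change 2.03, SE 0.068, adjusted p = 4.7e-08 in edgeR's quasi-likelihood test). Of the transporters and enzymes drawn in Fig. 2E it had the largest log2 fold change, which stayed between 1.97 and 2.06 when each mouse was left out. One control library had 43.2 CPM, apart from the other three, and leaving it out did not lose the call. Adding the replicate number as a block gave an adjusted p of 4.1e-08.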

The major lactate exporter *Mct4* was also upregulated. Gene ontology analysis was performed to assess the effect of these changes and identified a variety of biological processes in line with our hypothesis, including metabolic processes, biogenesis, and cellular responses to hypoxia (Figure 2C). 

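Gene ontology terms were not used here, and hand-written gene lists stand in for these processes. Of 25 hypoxia target genes tested, 15 were called higher and 1 lower (Bhlhe40) in VHL KO retinas, with a median log2 fold change of 0.54. The set ranked above the other genes in limma's camera test (adjusted p = 6.9e-19 over 30 set tests, inter-gene correlation 0.01). Of 23 glycolytic isozyme genes tested, 16 were called higher and 0 lower (1, Eno3, lower at an unadjusted p under 0.05; both genes were named after their values were seen), with a median of 0.53 (camera in limma, adjusted p = 6.0e-15). Under the fit with the replicate number as a block, the adjusted p was 1.6e-15 for the hypoxia targets and 4.5e-12 for the isozymes in the same test. The result moved most when camera estimated the correlation between genes for each set: 0 of the 30 tests then had an adjusted p under 0.05, and 5 an unadjusted p under 0.05. The median log2 fold change does not depend on that setting. The isozyme list includes genes of Fig. 2E, such as Aldoa and Gpi1, which the paper chose for their rise in these libraries. Its result is therefore partly fixed by that choice and is no independent test. The paper states that the processes it found, which include metabolism and hypoxia responses, fit its hypothesis.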

For convenience, a schematic of the glycolysis pathway and enzymes associated with each reaction has been included in Figure 2D. 

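Fig. 2E draws 13 genes of the route from glucose import to lactate export, and 13 of 13 were higher in VHL KO than in VHL control retinas at an adjusted p under 0.05, both over all genes tested and over these genes alone. Because the list is the paper's own selection of genes that rose in these libraries, neither the count adjusted over the list nor a test of the set shows stability. As a set, they ranked above the other genes (limma's camera, adjusted p = 4.8e-22, and 3.6e-17 with the replicate number as a block). Their median log2 fold change was 0.69, which was that of Pgk1 (165 ± 4.70 (SD, n = 4) in control and 265 ± 9.66 (SD, n = 4) in VHL KO retinas, adjusted p = 2.1e-10 in edgeR). Tpi1 rose from 516 ± 28.2 (SD, n = 4) to 902 ± 56.8 (SD, n = 4) CPM (log2 fold change 0.81), Pfkp from 762 ± 23.0 (SD, n = 4) to 1261 ± 29.1 (SD, n = 4) (0.73) and Pgam1 from 111 ± 3.65 (SD, n = 4) to 172 ± 9.58 (SD, n = 4) (0.64). Gpi1 rose by 0.55 and Aldoa by 0.53 on the log2 scale. The highest adjusted p of these 5 genes was 6.1e-07 in edgeR's test, for Tpi1. Of the 3 phosphofructokinase genes, Pfkl rose by 1.05 (adjusted p = 3.9e-12 in edgeR). The third, Pfkm, moved by 0.076, which was not called (SE 0.031, adjusted p = 0.12 in edgeR). It was called with upper-quartile normalization, at 0.10, and by DESeq2, at 0.080. Of the 75-base stretches of the longest transcript, 67.5% in Pgk1 and 40.6% in Pgam1 also occur in other annotated genes, so their counts are less certain. Gpi1, Pfkp, Pfkm, Aldoa and Tpi1 overlap other annotated genes. With Xist status and the lens measure as covariates, chosen after the data were seen, 12 of the 13 genes were called higher.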

Upstream glycolytic enzymes regulating the metabolism of glucose into lactate were widely upregulated in the treated group (Figure 2E). VHL and glycolytic DEGs identified by RNA-seq were confirmed via qPCR. *Vhl* mRNA similarly decreased while *Glut1* and glycolytic enzymes such as *Hk1* and *Ldha* were also transcriptionally upregulated (Supplemental Figure 1C). 

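Hif1a (ENSMUSG00000021109), on chromosome 12 from 73901375 to 73947530 (+ strand) of GRCm38, had 647 ± 8.49 (SD, n = 4) CPM in VHL control and 830.2 ± 18.8 (SD, n = 4) in VHL KO retinas (log2 fold change 0.36, SE 0.027, adjusted p = 4.3e-08 in edgeR's quasi-likelihood test). Its control libraries lay between 637 and 657 CPM, below the VHL KO libraries, which lay between 807 and 850.5. Epas1, the gene of HIF2A, on chromosome 17 from 86753700 to 86833410 (+ strand), had 158 ± 2.82 (SD, n = 4) CPM in VHL control and 167 ± 7.61 (SD, n = 4) in VHL KO retinas. This difference was not called (log2 fold change 0.088, SE 0.034, adjusted p = 0.100 in edgeR; exact permutation test, two-sided, p = 0.057). One VHL KO library stood apart at 178 CPM. The rise in Epas1 was called with upper-quartile normalization (0.11) and by DESeq2 (0.092). The replicate block gave an adjusted p of 3.2e-06 for Hif1a and 0.085 for Epas1. Hif1a overlaps the annotated gene Gm15283 on the opposite strand.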

Supporting analyses of bulk RNA-seq are shown in Supplemental Figure 2.

To determine whether the observed rescue was through the proposed HIF axis, we crossed experimental mice into a previously described *Hif1a^loxP/loxP^*, *Hif2a^loxP/loxP^* background, creating the new model: (*Vhl^loxP/loxP^*; *Hif1a^loxP/loxP^*; *Hif2a^loxP/loxP^*; *Pde6b^H620Q/H620Q^; Pde6g^Cre–ERT2/+^*). Tamoxifen injections at identical time points as previous work led to excision of VHL and the essential α subunits of HIF-1 and HIF-2 (31). No rescue effect was observed following treatment, as measured by ERG and histology, indicating that HIFs are essential for the rescue effects observed following VHL ablation (Figure 3, A and B). In parallel, we also explored the importance of HIF1A within the context of metabolic reprogramming, performing bulk RNA-seq on 3-week-old degenerative mice with VHL and HIF1A-ablated (*Vhl^–/–^*, *Hif1a^–/–^*, *Pde6b^H620Q/H620Q^; Pde6g^Cre–ERT2/+^*) and control mice (*Vhl^loxP/loxP^*, *Hif1a^loxP/loxP^*, *Pde6b^^H620Q/H620Q^^; Pde6g^Cre–ERT2/+^*). 

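Counts from 5 VHL/HIF1A KO and 4 VHL/HIF1A control neural retinas were analysed in the same way, and each group was compared with its own control. The total count per library ran from 70832968 to 154652581 (median 151189960) in VHL/HIF1A control retinas and from 66923580 to 70787655 (median 67753682) in VHL/HIF1A KO retinas. The 3 deeper control libraries hold more than double the counts of the other control library. The authors deposited these counts in the same table as the VHL libraries, without normalization. The library numbers in the sample labels place all 5 VHL/HIF1A KO libraries in a later set than the control libraries, so the set and the genotype cannot be told apart. Xist, scaled by the library total as before, was above 100 CPM in 1 of 4 control and 3 of 5 VHL/HIF1A KO libraries. The lens measure had a median of 8.50 in control and 0.86 in VHL/HIF1A KO libraries (exact permutation test, two-sided, p = 0.048, and 0.095 after Benjamini-Hochberg adjustment over the 2 comparisons).

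Of 24377 genes tested, 2981 differed, 1191 higher and 1790 lower in VHL/HIF1A KO retinas. Falls made up 47.8% of the genes called after upper-quartile normalization and 39.5% with library size alone. Among all genes tested, the groups did not overlap in 18.9%, against 1.59% by chance. With the replicate number as a block, 1432 genes were called. Same-numbered mice had a mean correlation of deviations of -0.170, and mice of other numbers 0.0382. The count was lowest, at 538 genes, under the limits of the paper's supplementary list, an adjusted p under 0.01 with that list's limits on the fold change, which were read from the list after the data were seen. With Xist status as a covariate 2934 genes were called, and with the 3 deeper control libraries thinned to the depth of the other 2929, both added after the data were seen.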

Combinatory VHL/HIF1A ablation in the photoreceptors not only offset the increased glycolysis observed in the VHL-KO mice, but also meaningfully suppressed glycolytic intermediates (Figure 3, C and D), emphasizing the regulatory role of HIF1A in photoreceptor metabolism. 

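In VHL/HIF1A KO retinas, 8 of the 13 glycolytic genes drawn in Fig. 2E were lower than in VHL/HIF1A control retinas at an adjusted p under 0.05, both over all genes tested and over the list alone. Each gene drawn in Fig. 3D was among them, and the other was Gpi1. The set ranked below the other genes (limma's camera, adjusted p = 1.8e-06, and 1.1e-04 with the replicate number as a block). Slc2a1 fell from 265 ± 26.1 (SD, n = 4) to 169 ± 8.69 (SD, n = 5) CPM (log2 fold change -0.65, SE 0.064, adjusted p = 2.5e-04 in edgeR's quasi-likelihood test). Pgam1 fell from 110.4 ± 3.10 (SD, n = 4) to 76.1 ± 1.60 (SD, n = 5) (log2 fold change -0.54, SE 0.033, adjusted p = 2.2e-05 in edgeR). Pfkp fell from 718 ± 23.1 (SD, n = 4) to 534 ± 41.5 (SD, n = 5) (log2 fold change -0.42, SE 0.056, adjusted p = 0.0013 in edgeR) and Eno1 from 912 ± 49.5 (SD, n = 4) to 679.9 ± 6.51 (SD, n = 5), with a log2 fold change of -0.42. The log2 fold change was -0.28 for Pgk1 and -0.33 for Pfkl, a gene outside the 13. Hk2 fell by 0.36 on the log2 scale (adjusted p = 0.019 in edgeR). Its call was lost with the replicate number as a block (adjusted p = 0.13) and in 3 of the 9 fits that each left out 1 mouse, and the change was 0.12 against VHL control retinas. Gpi1 fell by 0.14 (adjusted p = 0.031 in edgeR) and lost its call with the replicate number as a block (adjusted p = 0.13) and in 7 of the 9 fits that left out a mouse. With the block, 6 of the 13 genes were called lower.

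The 5 genes of the list that were not called had a log2 fold change of -0.040 (Gapdh), 0.056 (Pkm), -0.15 (Ldha), -0.071 (Aldoa) and -0.079 (Tpi1). The lowest adjusted p among them was 0.16 in edgeR's test, for Tpi1. Hk1, with a log2 fold change of -0.11, was not called either (adjusted p = 0.20 in edgeR). The difference between the effects of the 2 ablations was tested with all 17 libraries in 1 fit. It was called for each of the 13 genes, from -0.38 for Pkm to -3.09 for Slc16a3 on the log2 scale (highest adjusted p = 0.0034 in edgeR, for Gapdh). The paper drew these genes as higher in the VHL KO libraries that are part of this fit, so the count called is partly fixed by that choice. The paper states that combined ablation offset the rise in glycolysis of VHL KO mice and lowered glycolytic intermediates. It takes this to emphasize that HIF1A has a regulatory role in photoreceptor metabolism.

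**Figure D1:**
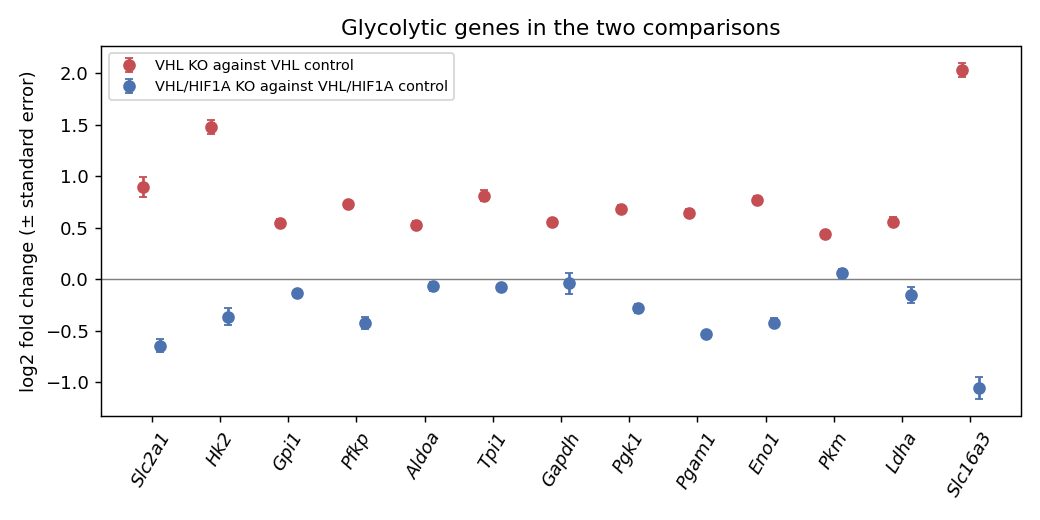
Log2 fold change of the 13 glycolytic genes of Fig. 2E (points) with its standard error (bars), for VHL KO against VHL control retinas (4 against 4 mice, red) and VHL/HIF1A KO against VHL/HIF1A control retinas (5 against 4 mice, blue). All red points lie above 0, from 0.44 for Pkm to 2.03 for Slc16a3, and the blue points lie below 0 except that of Pkm.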

*Pdk1* and *Mct4* were also downregulated in response to the knockout. 

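Pdk1 had 72.9 ± 1.85 (SD, n = 4) CPM in VHL/HIF1A control and 54.5 ± 2.11 (SD, n = 5) in VHL/HIF1A KO retinas (log2 fold change -0.42, SE 0.038, adjusted p = 1.5e-04 in edgeR's quasi-likelihood test). Slc16a3, the gene of Mct4, had 48.9 ± 4.66 (SD, n = 4) CPM in VHL/HIF1A control and 23.5 ± 3.39 (SD, n = 5) in VHL/HIF1A KO retinas (log2 fold change -1.06, SE 0.11, adjusted p = 4.8e-04 in edgeR). For both genes, every VHL/HIF1A KO library lay below every control library (exact permutation test, two-sided, p = 0.016, the smallest that 5 against 4 allow). Leaving out each mouse kept the log2 fold change between -0.43 and -0.40 for Pdk1 and between -1.10 and -0.97 for Slc16a3. When the replicate number was a block, the adjusted p was 0.0046 for Pdk1 and 0.0012 for Slc16a3. One VHL/HIF1A KO library had 17.6 CPM of Slc16a3, apart from the other four. Pdk3 did not differ (log2 fold change 0.0075, adjusted p = 0.96 in edgeR).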

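Among 22922 genes tested in both comparisons, 200 were called higher in VHL KO and lower in VHL/HIF1A KO retinas (Fisher's exact test, one-sided, odds ratio 1.81, p = 2.1e-12). A further 153 were called lower in VHL KO and higher in VHL/HIF1A KO (odds ratio 1.83, Fisher's exact p = 2.1e-10). Among genes with at least 10 counts in every library, the odds ratios of these overlaps fell to 1.33 and 1.36 (Fisher's exact p = 1.4e-04 for each). Fisher's test treats genes as independent. The second overlap did not pass under the stricter limits of adjusted p under 0.01 and a fold of at least 1.2 (Fisher's exact p = 0.15). It held only 4 genes there, at an odds ratio of 2.00. Under the limits of the paper's supplementary lists it held 3 genes and passed (odds ratio 4.39, Fisher's exact p = 0.035). Together these 353 genes changed in opposite directions, and with the replicate number as a block there were 180. The number moved most, to 36, under the limits of the paper's supplementary lists, chosen after the data were seen. Across the fits that each left out 1 mouse it ran from 195 to 577. A direct test of the difference between the effects, over all 17 libraries, called 3523 of 25600 genes, and 2957 with the replicate number as a block. Besides Slc16a3, the opposite changes were largest for Selenbp1 and Gm12758, ranked by the smaller of the 2 changes among genes with a mean of at least 5 CPM and groups that did not overlap. Selenbp1 rose from 13.3 ± 1.16 (SD, n = 4) to 39.4 ± 4.24 (SD, n = 4) CPM with VHL ablation (log2 fold change 1.58, SE 0.088, adjusted p = 1.5e-06 in edgeR). After VHL/HIF1A ablation it fell from 27.8 ± 5.42 (SD, n = 4) to 12.3 ± 1.75 (SD, n = 5) (log2 fold change -1.18, SE 0.15, adjusted p = 0.0014 in edgeR), a fall that was not called against VHL control retinas (-0.11). Gm12758 had a log2 fold change of 1.56 in VHL KO and -0.92 in VHL/HIF1A KO retinas. As sets in VHL/HIF1A KO retinas, the hypoxia targets had a median log2 fold change of -0.13 (limma's camera, adjusted p = 7.9e-06) and the glycolytic isozymes -0.14 (adjusted p = 0.015). In the fit with the replicate block, the adjusted p of these sets was 1.1e-04 and 0.079 in the same test.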

GO analysis of HIF1A-dependent genes (i.e., genes upregulated in VHL KO and downregulated in VHL/HIF1A KO, or vice versa) identified an enrichment of various metabolic processes, including glycolysis (Figure 3E). 

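Vhl had 49.3 ± 9.26 (SD, n = 4) CPM in VHL/HIF1A control and 27.2 ± 1.39 (SD, n = 5) in VHL/HIF1A KO retinas (log2 fold change -0.86, SE 0.10, adjusted p = 0.0011 in edgeR's quasi-likelihood test). Hif1a had 941 ± 13.2 (SD, n = 4) CPM in VHL/HIF1A control and 648 ± 35.3 (SD, n = 5) in VHL/HIF1A KO retinas (log2 fold change -0.54, SE 0.044, adjusted p = 8.7e-05 in edgeR). Epas1, which was not ablated in these mice, had 170.5 ± 13.3 (SD, n = 4) CPM in VHL/HIF1A control and 144 ± 15.3 (SD, n = 5) in VHL/HIF1A KO retinas (log2 fold change -0.24, SE 0.080, adjusted p = 0.075 in edgeR). DESeq2 called this fall, at -0.24, as did a fit of all 17 libraries. With the replicate number as a block, the adjusted p was 0.021 for Vhl, 0.0038 for Hif1a and 0.15 for Epas1. The 2 control groups differed from each other. Vhl was higher in VHL/HIF1A control than in VHL control retinas by 0.74 on the log2 scale (adjusted p = 0.020 in edgeR), and Hif1a by 0.54 (adjusted p = 2.7e-08). Against VHL control retinas, the log2 fold change in VHL/HIF1A KO was -0.12 for Vhl and 0.0024 for Hif1a, and neither was called.

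**Figure D2:**
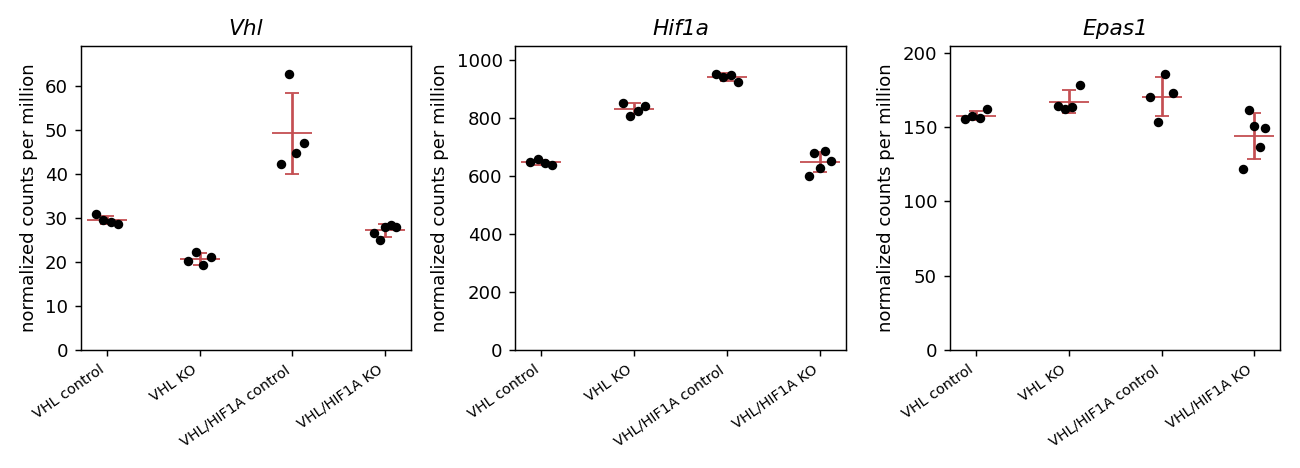
CPM after TMM normalization of Vhl, Hif1a and Epas1 in each library (black points) with the mean and SD of each group (red), for 4 VHL control, 4 VHL KO, 4 VHL/HIF1A control and 5 VHL/HIF1A KO mice. Vhl is lower in each KO group than in its own control group, and the VHL/HIF1A control libraries lie above the VHL control libraries for Vhl and Hif1a.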

Supporting analyses are shown in Supplemental Figure 3.

While ablating VHL provides therapeutic effects in a mouse model of retinitis pigmentosa, upregulation of HIFs may also promote neovascularization in response to elevated vascular endothelial growth factors (VEGFs) induced by HIFs. We performed angiograms on rod-specific, VHL ablated (*Vhl^–/–^; Pde6b^H620Q/H620Q^; Pde6g^Cre–ERT2/+^*), and control (*Vhl^loxP/loxP^*; *Pde6b^^H620Q/H620Q^^; Pde6g^Cre–ERT2/+^*) mice at 3 weeks of age. Angiography suggested normal vasculature compared with age-matched controls (Supplemental Figure 4A). These results confirm the findings of previous studies that rigorously assessed the impact of VHL ablation on vasculature in both rods specifically and the greater neuroretina (32, 33). Lastly, a cohort of mice was taken out to 18 months of age and analyzed for any histological abnormalities, including hemangioblastomas. No adverse events were detected (Supplemental Figure 4B).

Stabilization of HIFs by blocking VHL expression increased levels of glycolytic proteins, suggesting they may alter metabolic flux in the retina. To test this idea, we injected mice with U-^^13^^C-glucose (500 mg/kg, intraperitoneal) at P21. We euthanized mice 5, 15, 30, or 45 minutes following the injection, isolated retinas, and snap froze them in liquid nitrogen. We extracted and derivatized metabolites, then determined metabolite levels and the distribution of ^^13^^C from U-^^13^^C-glucose using gas chromatography-mass spectrometry (GC-MS). We observed a significant increase in the abundance of m+3 labeled 3-phosphoglycerate (3PG), pyruvate, and lactate in the VHL-ablated group (Figure 4A), suggesting enhanced glycolytic flux. Accumulation of ^^13^^C on TCA cycle intermediates was also increased, though not as strongly as the increase in retention of ^^13^^C in glycolysis. To determine if the increase in flux from glucose was intrinsic to the retina, we incubated dissected retina tissue in 5 mM U-^^13^^C glucose for 30 or 90 seconds. While glucose uptake to photoreceptors is regulated by the RPE in vivo, U-^^13^^C glucose from media is instead imported directly into the dissected retinal tissue. Under these conditions, VHL ablation had a more limited but present effect on metabolic flux (Figure 4B). Flux into DHAP, GAP, and 3PG increased and flux through intermediates synthesized in mitochondria decreased.

Remarkably, VHL deficiency in rods influenced the metabolic features of RPE/choroid even after the RPE/choroid tissue had been removed from the eye. Figure 4C shows flux from ^^13^^C glucose in RPE choroid tissue that had been isolated from eyes of mice with VHL-ablated rods. Flux through glycolysis appeared slower than normal, while flux through mitochondrial intermediates was faster. Meanwhile, Supplemental Figure 5 provides statistical confirmation that RPE/choroid from eyes with VHL-deficient rods support greater-than-normal TCA cycle flux. These unexpected findings suggest a crosstalk between the retina and RPE that can alter the supply of nutrients delivered to the retina. The rescue of photoreceptors by rod-specific VHL ablation may be due partially to this photoreceptor-RPE crosstalk positively contributing to a strategy for treating retinitis pigmentosa.

Given the therapeutic benefit of VHL ablation in the rods, we hypothesized that HIF ablation in the RPE could increase the flow of nutrients to photoreceptors, providing a similar mechanism of rescue. While we observed HIF1A to play a major role in the regulation of glycolysis in photoreceptors, it is unknown if this relationship will be conserved in the RPE of mice. Several groups have previously identified HIF2A as a major driver of degeneration in the RPE (6, 34–36). Furthermore, analysis of human stem cell–derived RPE (iRPE) performed by our team treated under hypoxic conditions demonstrated a clear increase in glycolytic intermediates positively correlated with elevated HIF2A expression, not HIF1A (37). Consequently, we elected to study the potential therapeutic impact of HIF2A ablation in the RPE. To explore this concept, we generated mice that retained the *Pde6*b*^H620Q/H620Q^* genotype responsible for pathology and introduced a floxed *Hif2a* gene by crossing with a previously published mouse model from Jackson Laboratory (JAX 008407) (38). To allow for RPE-specific ablation, we crossed this line with an inducible RPE65-driven CreERT2 allele, achieving the final genotype: *Hif2a^loxP/loxP^*; *Pde6b^H620Q/H620Q^*; *Rpe65^P2A–Cre–ERT2/+^* (39).

Downregulation of HIF2A following injection was verified at the genomic, transcriptomic, and proteomic levels, in addition to well-known downstream targets (Supplemental Figure 6). As HIF isoforms may have redundant roles, we also performed immunoblots for HIF1A and observed comparable proteomic levels following HIF2A KO (Supplemental Figure 6). 3-week-old HIF2A ablated and unablated RPE were analyzed by bulk RNA-seq in addition to a WT, nondegenerative, age-matched control (Figure 5A). As expected, bulk RNA-seq identified a substantial increase in glycolysis associated with the degeneration compared with the healthy WT samples (Figure 5B) and confirmed modulation of both HIF2A and known HIF2A targets in HIF2A-ablated mice. However, bulk RNA-seq did not identify any changes in glycolytic enzymes between HIF2A-ablated and -unablated degenerative samples (Figure 5, C and D, supporting analyses in Supplemental Figure 7). To confirm if RPE-specific HIF2A ablation failed to alter RPE metabolism, we incubated ex vivo RPE-choroid tissue in U-^^13^^C-glucose for 1, 5, and 15 minutes. The flux of ^^13^^C from glucose to downstream glycolytic and TCA cycle intermediates was unaltered (Figure 6, A–L), supporting the canonical independence between HIF2A and glycolysis in mouse RPE. Flux to aspartate may have been impaired by HIF2A deletion, so we probed aspartate synthesis from the late TCA cycle by providing RPE choroid with U-^^13^^C-pyruvate or U-^^13^^C-succinate for 90 seconds. The flux of ^^13^^C- succinate to aspartate appeared increased, consistent with a trend of enhanced mitochondrial activity in the HIF2A-KO RPE-choroid (Supplemental Figure 8).

While HIF2A ablation failed to achieve metabolic reprogramming, we observed no additional degeneration associated with the intervention (Supplemental Figure 9), as determined by ERG and histology. To determine if the composition of rods and photoreceptors within the ONL had changed despite minimal changes in overall ONL thickness, we counted the cones marked with antipeanut agglutinin on flat mounts from HIF2A KO at approximately 10 weeks old (*n* = 6 treated, *n* = 4 untreated). While the average number of cones in the treated group was higher than in the untreated group across the entire retina, this difference did not achieve statistical significance. As such, the ablation of HIF2A in the RPE, while unable to achieve metabolic reprogramming on its own, did not exacerbate retinal degeneration and may potentially offer some mild benefits.

## Discussion

There are limited therapeutic options currently for patients with retinal degenerations, with only a single FDA-approved gene therapy to treat a narrow subset of patients with mutations in the *RPE65* gene (Luxturna) (40). Given the heterogeneity of retinitis pigmentosa and its rarity, precision medicine approaches aimed at fixing each mutation, such as gene editing, may be prohibitively cost-inefficient and time consuming. Meanwhile, roughly 1-in-3 patients with inherited retinal diseases (including RP) do not have an identifiable genetic cause (13). To develop a commercially viable therapeutic strategy, we have investigated an approach targeting a universally conserved pathway of photoreceptor degeneration — glycolysis. In targeting this mechanism independent of the underlying mutation, our goal is to preserve cone function equivalent to more than 15 years at a substantially reduced cost when compared with multiple gene- or mutation-specific treatments (26, 41).

Naturally, rod photoreceptors receive glucose via the RPE and metabolize it into lactate via aerobic glycolysis even in the presence of oxygen (Warburg effect). The lactate produced by the retina may be used as a substrate for oxidative phosphorylation in the RPE and a suppressor of RPE-specific glycolysis (5). However, in retinitis pigmentosa and potentially in other rod dystrophies, the metabolic states of both the RPE and photoreceptors deviate from basic biological roles, starving the photoreceptors of essential nutrients like glucose (3, 42–44). HIFs broadly regulate a wide range of biological processes in response to hypoxia. Manipulating HIF expression may be protective against disease progression and effective strategy for generalizable therapeutics (45). VHL regulates a large network of downstream metabolic genes, making it an exceptional candidate for CRISPR therapeutics or pharmacological inhibitors (46). While PHD also remains an interesting target for overexpressing HIFs and has been successfully targeted for metabolic reprogramming within the retina, it is unknown which target of the 2 will prove more druggable and capable of eliciting a greater therapeutic effect (47). Furthermore, PHD and VHL have unique interactomes that may positively hinder or promote therapeutic responses, thus requiring their independent explorations. Here, we described the therapeutic benefit of ablating VHL and upregulating HIFs specifically in the photoreceptors, both delaying cell death and preserving vision (Figure 1). These protective effects may be explained in part by successful reprogramming of photoreceptor metabolism in a HIF-dependent manner while, surprisingly, also tuning RPE metabolism.

To determine if the rescue effect observed was associated with the proposed metabolic reprogramming, we performed a targeted analysis of glycolytic and oxidative phosphorylation intermediates. Transcriptomic analysis identified a wide range of upregulated glycolytic enzymes at 3 weeks of age following intervention (Figure 2E). Additional experiments identified HIFs as drivers of the observed rescue, with HIF1A strongly implicated in the regulation and mediation of glycolytic reprogramming. 

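Of the genes tested in both comparisons, 257 were called in the same direction in VHL KO and VHL/HIF1A KO retinas. They comprised 103 higher in both (Fisher's exact test, one-sided, odds ratio 1.31, p = 0.0081) and 154 lower in both (odds ratio 1.13, Fisher's exact p = 0.090). The overlap of rises was not above chance among genes with at least 10 counts in every library (odds ratio 0.920, Fisher's exact p = 0.82), nor in 2 of the 17 fits that each left out 1 mouse. With covariates added after the data were seen, its odds ratio was 0.983 for Xist status (Fisher's exact p = 0.56), 0.908 for the lens measure (Fisher's exact p = 0.82) and 0.938 for both (Fisher's exact p = 0.67). The overlap of falls passed 0.05 under some settings, with an odds ratio of 1.27 with the lens measure (Fisher's exact p = 0.0028). The fit with the replicate number as a block left 130 called in the same direction. The number was lowest, at 14, under the limits of the paper's supplementary lists. Each KO group is compared here with its own control, and with VHL control retinas as the reference for both, 524 genes changed in the same direction. Noise in those shared control libraries moves a gene the same way in both comparisons, so the 524 cannot be read as agreement between the ablations. With the lens measure as a covariate in both comparisons, 271 genes were called in the same direction, 126 of them among the 257. The difference between the effects, tested in 1 fit, was called for 27 of the 257. Crabp1 rose by 1.46 in VHL KO (SE 0.082, adjusted p = 1.5e-09) and by 1.43 in VHL/HIF1A KO (SE 0.094, adjusted p = 2.7e-05, edgeR's quasi-likelihood test). Agt rose by 1.09 and 1.22, with an adjusted p of 9.6e-06 and 2.2e-05 in edgeR. Oxtr rose by 1.97 in VHL KO, where its adjusted p of 0.049 rose above the threshold with the replicate number as a block (0.11) and in 7 of 8 fits that left out a mouse, and by 2.35 in VHL/HIF1A KO (adjusted p = 2.0e-05 in edgeR).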

As few genes were identified to be both positively upregulated or downregulated in VHL and VHL/HIF1A knockouts (i.e., significantly altered independently of HIF1A expression), the contributions of HIF2A may be minor but must be studied more extensively before any definitive conclusions can be made. Following an injection of U-^13^C-labeled glucose, in vivo metabolomics similarly identified a stark increase in ^13^C-labeled glycolytic intermediates in VHL-ablated retinas (Figure 4A).

Unexpectedly, when photoreceptors were allowed to bypass the RPE and uptake glucose directly from media in ex vivo analyses, the metabolic impact of VHL ablation was attenuated, suggesting that rod-specific VHL ablation affects retinal metabolism also through nonautonomous metabolic changes to the RPE. Such reciprocal metabolic coupling is confirmed by the flux analysis of the ex vivo RPE, where we observed a meaningful decrease in ^13^C-labeling of glycolytic intermediates and an increase in TCA flux following VHL ablation. Rods release a wide range of paracrine factors that perform essential biological functions, including cone protection (RdCVF), ganglion cell repair (VEGF), and angiogenesis inhibition (PEDF) (48–50). These results from our targeted metabolic analysis suggest a mechanism of crosstalk between the photoreceptors and RPE, where photoreceptors communicate and alter RPE metabolism to better support retinal energy production. It is important to note that metabolomic analyses were performed on bulk retinae. While the neuroretina is predominately comprised of photoreceptors, a limitation of this work is that other cell populations are also included in analysis. Consequently, future single-cell metabolomics may confirm our findings and provide a deeper understanding of the metabolism of various retinal cell types.

Given the potential promise of VHL as a therapeutic target as well as the metabolic interdependencies of photoreceptors and RPE cells, we were determined to see if this crosstalk and rescue was reciprocal — namely, if modulating glycolysis in the RPE would produce a similar degree of rescue while also increasing glycolysis in the photoreceptors. As increasing HIFs to increase glycolysis in the photoreceptors proved therapeutic, we hypothesized that HIF suppression in the RPE should accomplish the inverse, downregulating glycolysis and allowing more glucose to reach the starving photoreceptors. Given previous work studying HIFs in the RPE, we elected to study HIF2A for its potential link to cell metabolism in this specific biological context.

In line with previously published literature, we observed an increase in RPE glycolytic enzymes driven by the disease relative to healthy, nondiseased controls. However, metabolism was surprisingly unaffected by loss of HIF2A in the context of retinitis pigmentosa, as shown by bulk RNA-seq (Figure 5) and metabolic tracings (Figure 6). These findings support the canonical independence of HIF2A and glycolysis that has been previously reported in a variety of biological contexts. While unable to achieve the goal of metabolic reprogramming, the data provides rationale for future efforts aimed at modulating HIF1A, which has historically proven challenging to target in an isoform-specific manner. Pharmacological efforts to achieve specific ablation of HIF1A generally rely on upstream interventions that increase the risk of unintended alterations (51). HIF-specific, but isoform-nonspecific, inhibitors are readily available but have been limited in their applications due to their inability to discriminate isoforms. These data demonstrate that HIF2A can be inactivated in the RPE within the context of retinitis pigmentosa without detriment, supporting the rationale for future delivery of isoform-nonspecific HIF inhibitors to the RPEs.

The presence of glycolytic imbalance in a broad spectrum of neurodegenerative diseases, including age-related macular degeneration and glaucoma, highlights the clinical potential of targeting the VHL/HIF pathway. As such, the data presented here indicate that targeting HIFs for reprogramming is a promising therapeutic strategy for neurodegenerative diseases. Our findings demonstrate that suppressing glycolysis and enhancing mitochondrial flux in the RPE via genetic perturbations to the rods provided noncell-autonomous therapeutic benefits to photoreceptors. While we were unable to achieve metabolic reprogramming of the RPE, our work also supports the rationale for future endeavors aimed at suppressing glycolysis in the RPE via targeting of HIF1A. This insight supports the further investigation of glycolytic metabolism as a promising therapeutic approach. Such a strategy not only aims to address economic challenges associated with treating orphan disorders but also broadens the therapeutic scope for addressing the metabolic dysregulation at the heart of various neurodegenerative conditions, especially for patients with no identifiable genetic cause.

## Methods

### Sex as a biological variable

Sex was not considered as a biological variable. For all mouse studies conducted, both female and male mice were used.

### Preclinical models

*Pde6b^H620Q/H620Q^*; *Pde6g*^CreERT2/+^ is a previously reported preclinical model of retinitis pigmentosa (21, 52–54). *Pde6g*^Cre–ERT2^ mice were generated at Jonas Children’s Vision Care Laboratory (20, 52). *Vhl^loxP/loxP^* mice were obtained from Jackson Laboratory (strain no. 012933). *Pde6b^H620Q/H620Q^* and *Pde6g^CreERT2^* lines were crossed to yield experimental lines in this research study. *Pde6b^H620Q/H620Q^*; *Rpe65*^CreERT2/+^ mice were generated at Jonas Children’s Vision Care Laboratory, as previously reported (39). *Hif1a^loxP^^/loxP^* and *Hif2a^loxP^^/loxP^* mice obtained from Jackson Laboratory (strain no. 007561 and 008407, respectively). All mice were housed in the Edward S. Harkness Eye Institute at Columbia University Irving Medical Center Facility under a 12-hour light and 12-hour dark cycle (21, 55). Mice were euthanized following the Columbia University IACUC guidelines reported in previous studies (21, 55). Mice were used in accordance with the Statement for the Use of Animals in Ophthalmic and Vision Research of the Association for Research in Vision and Ophthalmology and the Policy on the Use of Animals in Neuroscience Research of the Society for Neuroscience.

### Tamoxifen injection

Per previous studies, tamoxifen (Sigma-Aldrich; T5648) was intraperitoneally injected 3 times between 7 and 10 days postnatal at a concentration of 100 μg/g body weight in the treatment group (20, 21). For the control group, a sham injection was administered with 10% Ethanol (w/w) in sunflower oil (Sigma-Aldrich; S5007) using methods described in Koch et al. and Zhang, et al. (21, 52–54).

### DNA recombination assay

To screen for genetic recombination and adequate excision, DNA was extracted from the whole retina via DNeasy Blood & Tissue Kit (Qiagen, 69506) at 3 weeks of age. PCR was performed as previously described (56). Primers that target *Vhl, Hif1a,* and *Hif2a* genomic regions are listed in Supplemental Table 1. The protein was extracted from the whole retina to assay for successful recombination. Immunoblots were performed as previously described to compare the protein levels of VHL, HIF1A, and HIF2A (56).

### Electroretinography

Mice were administered ERG tests using previously described methods (21, 30, 57). ERG testing was performed 4-, 6-, and 8-weeks of age. Mice were dark-adapted for at least 12 hours prior to assaying and anesthetized via IP injection with 0.1 mL/10 g body weight of 1 mL of 100 mg/mL ketamine and 0.1 mL of 20 mg/mL xylazine in 8.9 mL PBS (21). Mice were placed on heating pads to maintain their body temperature at 37°C throughout the study. Eyes were dilated with Tropicamide Ophthalmic Solution (1%; Akorn). Electrodes were placed on the corneas, which were subsequently protected by application of Gonak Hypromellose Ophthalmic Demulcent Solution (2.5%; Akorn). ERG recordings were measured simultaneously for both eyes. As previously described, pulses of 0.00130 cd/m2 and 3 cd/m2 (White-6500K) were employed (21, 52–54, 58). The described protocol allows for analysis of rod, cone, and mixed responses based on the length and intensity of light stimuli in addition to dark/light adaptation.

### Histology

Retinal morphology was studied via euthanasia and extraction of retinae from experimental or control mice stained with H&E as previously described at 4, 6, and 8 weeks of age (21, 52–54). Retinal ONL thickness was quantified from slide scanning of histological slides as a function of distance from the optic nerve head. By using Leica slide viewing software and included tools to measure the thickness of the outer nuclear layer, we were able to create “spidergrams” that map the thickness of the ONL as a distance from the optic nerve head. Spidergrams facilitated the comparison of thickness between treated and untreated regions within the same eye, as well as with control eyes that received no treatment.

### RNA-seq and analysis

Retinal and RPE/choroid tissues were collected and sent for RNA-seq at the New York Genome Center at 3 weeks of age. Sequencing, gene mapping, and count matrices were generated by the NYGC team. Results were analyzed using DESeq2 processing pipeline. Lowly expressed genes (those under 10 counts) were excluded from analysis. 

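The filter was read as a total of at least 10 counts over the libraries compared. The count table lists 45232 genes. Requiring at least 10 counts in every library compared kept 17126 and 17112 genes for VHL KO and VHL/HIF1A KO retinas against their controls, of which 3523 and 3283 were called by edgeR's quasi-likelihood test. With any count above 0, 28734 and 29839 genes were tested and 3371 and 2621 called.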

Volcano plots of DEGs were then generated using the EnhancedVolcano package. Heatmaps were generated via the Pheatmap package. Gene Ontology (GO) analysis to determine biological processes associated with DEGs was performed using the ClusterProfiler package.

### RNA Extraction and qRT-PCR

Total RNA was extracted from retinae using the RNeasy mini kit (QIAGEN, #74104) at 3 weeks of age and subsequently reverse transcribed to generated cDNA using SuperScript III First-Strand Synthesis SuperMix (Thermo Fisher Scientific, 18080-400). The reactions were run as previously described (56). Transcript levels of each target gene were determined by SYBR Green-based qPCR (BIO-RAD, 1725271) and were standardized to *β-Actin*. Primers are shown in Supplemental Table 2.

### Immunoblotting of retinal lysates

Retinas were harvested and prepared for immunoblot at 3 weeks of age prior to disease onset using previously described experimental procedures (21). The protein lysate was resuspended, and the supernatant was collected and subjected to SDS-PAGE using 4%–15% BIO-RAD TGX precast gels (4561083), followed by transferring to nitrocellulose membranes for immunoblotting analysis. Membranes were blocked in blocking buffer at room temperature for 30 minutes and incubated with primary antibodies overnight at 4**°**C, washed, and subsequently incubated with the appropriate reactive secondary antibody, dependent on the primary antibody’s host species, at room temperature for 1 hour. Immunoblotting signals were visualized by an iBright FL 1500 Imaging System (Thermo Fisher Scientific). Whole-cell proteins were normalized to β-Actin (Cell Signaling, 3700). A complete list of antibodies is found in Supplemental Table 3.

### Metabolomics and isotopic tracing

#### Metabolic flux.

To measure glycolytic and oxidative phosphorylation intermediates following the loss of VHL, we have quantified metabolic flux levels in treated (*Vhl*^–/–^; *Pde6g^CreERT2/+^*; *Pde6b^H620Q/H620Q^*) and control *(Vhl^loxP/loxP^; Pde6g^CreERT2/+^; Pde6b^H620Q/H620Q^)* retinae using stable isotope–resolved metabolomics coupled with gas chromatography/mass spectrometry (GC-MS) at 3 weeks of age, as previously reported (20, 21, 58). Both in vivo and ex vivo samples were analyzed to evaluate how perturbed components following VHL ablation behaved independently and within the context of the highly intertwined retinal ecosystem. Targeted analysis was focused on glycolysis, mitochondrial activity, and other potentially relevant metabolic pathways.

#### In vivo analysis.

Treated and untreated mice were injected intraperitoneally with U-^13^C glucose (500 mg/Kg). The mice were then closely monitored and euthanized at the appropriate 5-, 15-, 30-, and 45- minute time points. The eyes were rapidly enucleated and immediately snap frozen on liquid nitrogen for downstream metabolic processing via GC-MS.

#### Ex vivo analysis.

Mice were euthanized, and retinae were extracted and quickly dissected for either the neuroretina or RPE/choroid. They were subsequently balanced in a Krebs-Ringer Bicarbonate buffer supplemented with 5 mM glucose for 15 minutes. Afterward, the retinae were exposed to U-^13^C glucose solutions for the time of interest, before being washed to remove residual solution and snap frozen on liquid nitrogen for analysis. Metabolites were extracted with 80% methanol, derivatized for GC-MS, and quantified as previously described (20, 21).

### Cone densities

Whole retinae were dissected and flat-mounted, as previously described (59–61) at approximately 10 weeks of age. Cone numbers were counted within each tile and subsequently averaged and compared (54). Regions throughout the retina were analyzed to determine if there was a spatially relevant context for rescue.

### Statistics

To determine statistical significance in our analyses, a standard 2-tailed *t* test with equal variance assumptions was deployed when explicitly comparing 2 groups. When comparing multiple experimental conditions (such as in Figure 3A), a 1-way ANOVA was initially performed to determine if a difference existed between conditions followed by appropriate post hoc Tukey tests to determine which groups differed. Bulk RNA-seq statistical analyses were performed within DESeq2, which deploys Wald tests and corrects for multiple comparisons with the Benjamini-Hochberg method to control the false discovery rate (FDR). Across the statistical methods described above, a *P* value (adjusted where appropriate) of less than 0.05 was considered significant. All ERG results are averaged across the 2 studied eyes, with each mouse representing *n* = 1. RNA and Protein analysis considers a single retinal extract as *n* = 1. All data analysis was performed in PRISM GraphPad.

### Study approval

All animal studies were conducted in accordance with and approved by the Institutional Animal Care and Use Committee Protocol Number AABU2668 at Columbia University Irving Medical Center.

### Data availability

All underlying data can be accessed within the Supporting Data Values file. All bulk RNA-seq data are deposited at the NCBI’s Gene Expression Omnibus database (GEO GSE287734). Additional information can be obtained from the corresponding authors upon request.

## Author contributions

The order of the co–first authors was determined based on their efforts and contributions to the study. SMC, XC, and SHT conceptualized the study. SMC, XC, BMR, NH, AD, BLDC, DTH, PMJQ, JD, JBH, and SHT developed the methodology. SMC, XC, and NH performed the investigation. SMC and XC were responsible for visualization. SHT and JBH acquired funding. SHT was the project administrator. SMC, XC, JBH, and SHT supervised the project. SMC and SHT wrote the original draft. SMC, BLDC, DTH, PMJQ, JBH, and SHT reviewed and edited the manuscript.

## Supplementary Material

Supplemental data

Unedited blot and gel images

Supporting data values

## Figures and Tables

**Figure 1:**
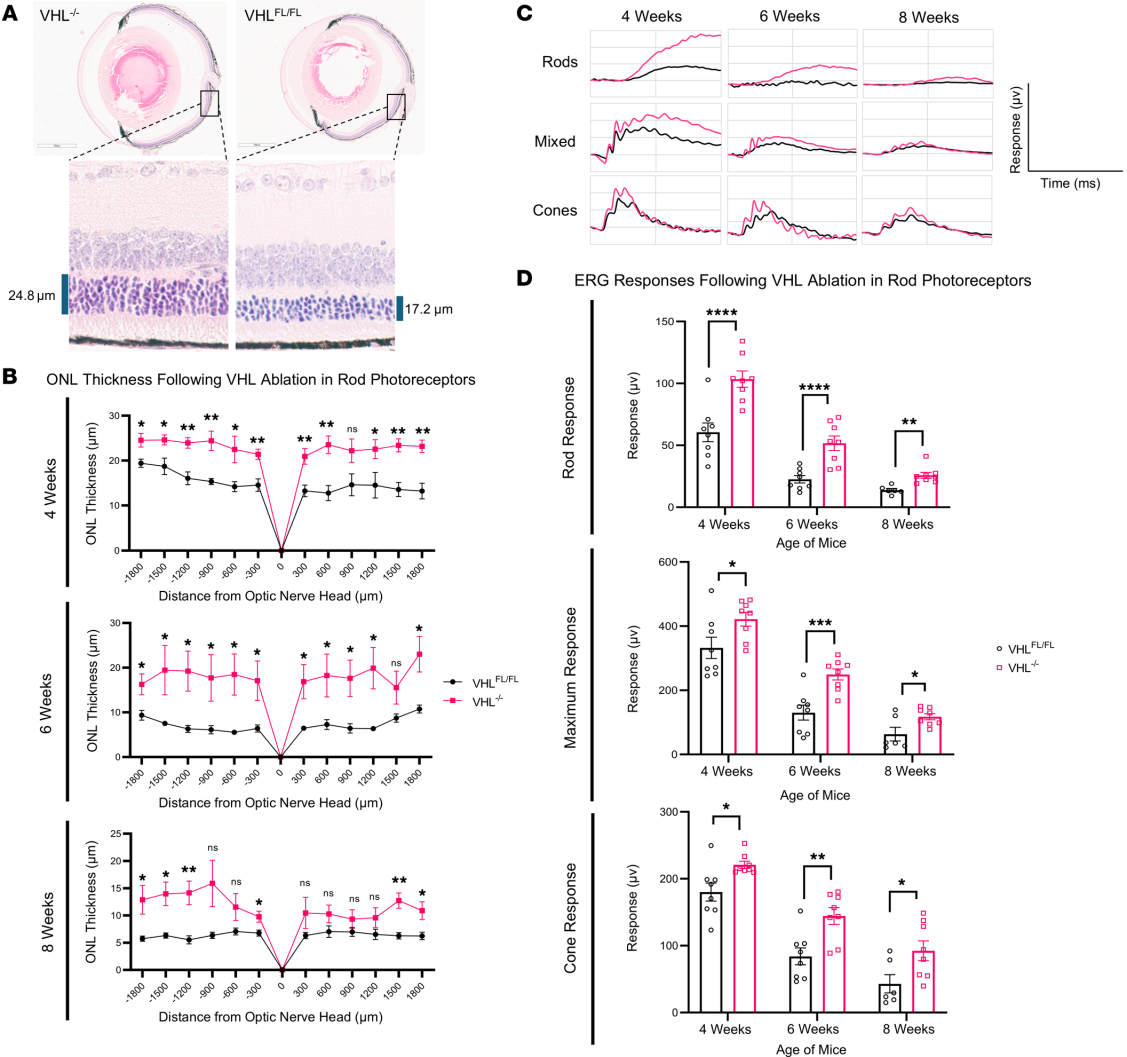
Rod-specific VHL ablation improves both rod and cone function in the *Pde6b*^H620Q/H620Q^ mutant background. Cre-inducible treated (*Vhl^–/–^; Pde6b^H620Q/H620Q^*; *Pde6g^Cre–ERT2/+^*) and untreated (*Vhl^loxP/loxP^; Pde6b^H620Q/H620Q^*; *Pde6g^Cre–ERT2/+^*) mice were subjected to functional and histological analyses that demonstrated meaningful rescue. (**A**) Representative schematic of histological cross sections from treated and untreated eyes is shown. (**B**) Quantification of retinal thickness as a distance from optic nerve as measured from histological sections (*n* ≥ 5). A 2-tailed *t* test was performed to determine significance. (**C**) Representative traces of treated (pink) and control (black) mice at each timepoint for each phase are provided. ERG analysis consisted of 3 phases: a dark-adapted phase in which the rod-specific responses were studied, a maximum response where full retinal signaling occurs, and a cone-specific response in which the rods are photobleached. (**D**) ERG responses of 4-, 6-, and 8-week-old mice (*n* ≥ 6). An average across the eyes was taken for each mouse and treated as *n* = 1. A 2-tailed *t* test was performed to determine significance. All Error bars shown represent mean ± SEM. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001.

**Figure 2:**
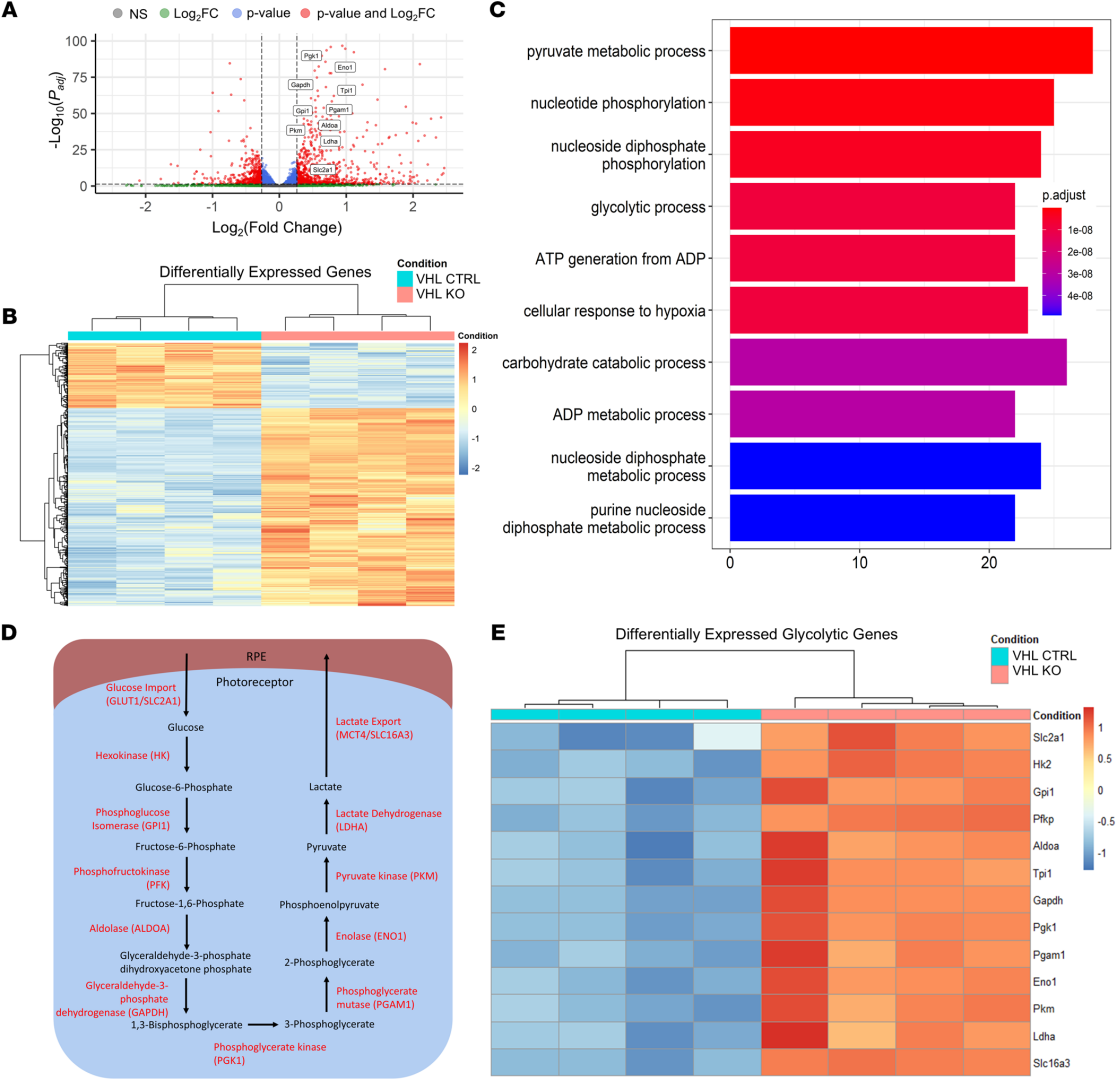
VHL ablation in photoreceptors results in glycolytic reprogramming and robust transcriptional remodeling. VHL ablation resulted in a robust transcriptional remodeling of photoreceptor behavior, altering several biological processes, including the regulation of metabolic processes, cellular responses to hypoxia, and ATP generation. (**A**) Volcano plot of DESeq2 results comparing VHL ablated (*Vhl^–/–^; Pde6b^H620Q/H620Q^*; *Pde6g^Cre–ERT2/+^*, *n* = 4) and unablated (*Vhl^loxP/loxP^; Pde6b^H620Q/H620Q^*; *Pde6g^Cre–ERT2/+^*, *n* = 4) neuroretina identified a variety of DEGs, including glycolytic intermediates such as *Glut1*, *Hk1*, *Pkm*, and *Ldha*. (**B**) Heatmap of significant DEGs identified a wide range of targets both up and down regulated following intervention. (**C**) Gene ontology analysis (GO) performed on DEGs identified a wide range of biological processes implicated in the knockout including glycolysis, hypoxia responses, and ATP synthesis (**D**) Schematic of glycolysis pathway and enzymes associated with each reaction. (**E**) DEGs demonstrating upregulation of glycolysis and TCA cycle as identified by RNA-seq analysis at 3 weeks of age comparing VHL ablated and unablated mice. Statistics were performed in DESeq2 using Wald tests and multiple comparisons were accounted for using the Benjamini-Hochberg method to control the FDR.

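For the TCA cycle, a list of 18 enzyme genes was tested between VHL KO and VHL control retinas. Of these, 0 were called higher and 2 lower, Cs and Idh3a, named after their values were seen, in VHL KO (0 and 8 at an unadjusted p under 0.05), and the median log2 fold change was -0.064 (limma's camera, adjusted p = 0.082, and 0.079 with the replicate number as a block). The genes of the set lay below 0 in 13 cases and above 0 in 5.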

**Figure 3:**
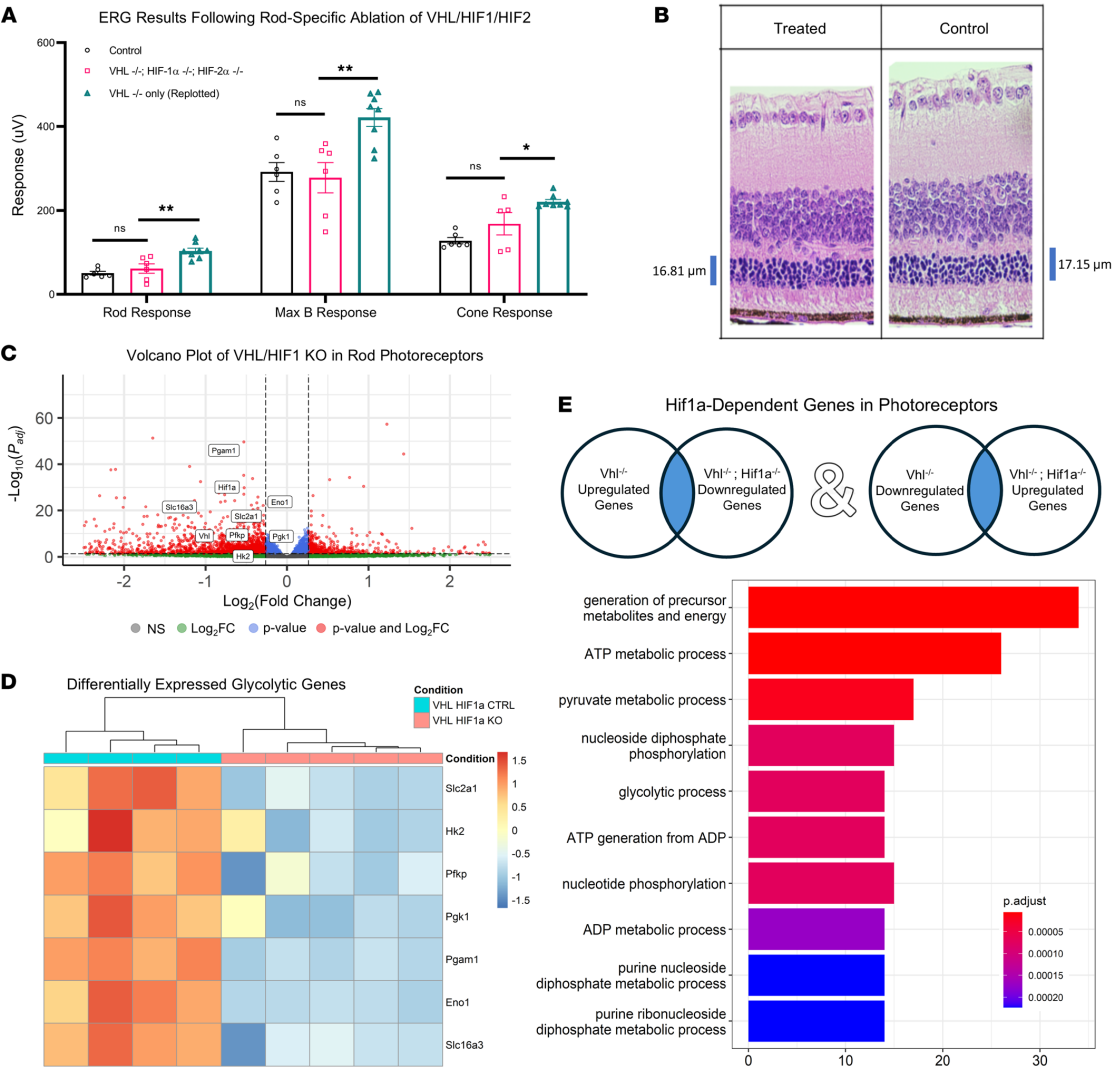
Rod-Expression of HIFs are essential for VHL-mediated rescue and transcriptional enhancement of glycolysis. RNA-seq identified increased glucose transporters and key enzymatic intermediates responsible for regulating glycolysis. The observed therapeutic effects were likely driven by HIFs and were negated following triple KO of VHL/HIF1A/HIF2A in rod cells, with metabolic changes highly dependent on HIF1A expression. (**A**) ERG analysis at 4 weeks of age comparing VHL/HIF1A/HIF2A triple knockout (*Vhl^–/–^; Hif1a^–/–^; Hif2a^–/–^; Pde6b^H620Q/H620Q^*; *Pde6g^Cre–ERT2/+^*, *n* = 6) and control (*Vhl^loxP/loxP^; Hif1a^loxP/loxP^; Hif2a^loxP/loxP^; Pde6b^H620Q/H620Q^*; *Pde6g^Cre–ERT2/+^*, *n* = 6) mice demonstrated a complete loss of therapeutic effects associated with VHL ablation. Statistical analysis was performed using ANOVA to determine if a difference existed between groups followed by post hoc Tukey’s Honest Significant Difference (HSD) test. (**B**) Histological cross sections comparing triple-KO and control mice demonstrated similar findings with no difference in ONL thickness between treated and untreated mice. (**C**) Volcano plot of bulk RNA-seq results comparing VHL/HIF1A-ablated (*Vhl^–/–^; Hif1a^–/–^; Pde6b^H620Q/H620Q^*; *Pde6g^Cre–ERT2/+^*) mice and control mice (*Vhl^loxP/loxP^; Hif1a^loxP/loxP^; Pde6b^H620Q/H620Q^*; *Pde6g^Cre–ERT2/+^*). (**D**) Highlighted findings of bulk RNA-seq demonstrating downregulation of several glycolytic enzymes following VHL/HIF1A ablation, including *Glut1* and *Pfk*. Statistics were performed in DESeq2 using Wald tests and multiple comparisons were accounted for using the Benjamini-Hochberg method to control the FDR. (**E**) GO analysis of HIF1A-dependent genes (i.e., those inversely regulated in VHL and VHL/HIF1A KOs) demonstrated a strong regulation of glycolysis by HIF1A. All Error bars shown represent mean ± SEM. * *P* < 0.05; ** *P* < 0.01.

**Figure 4:**
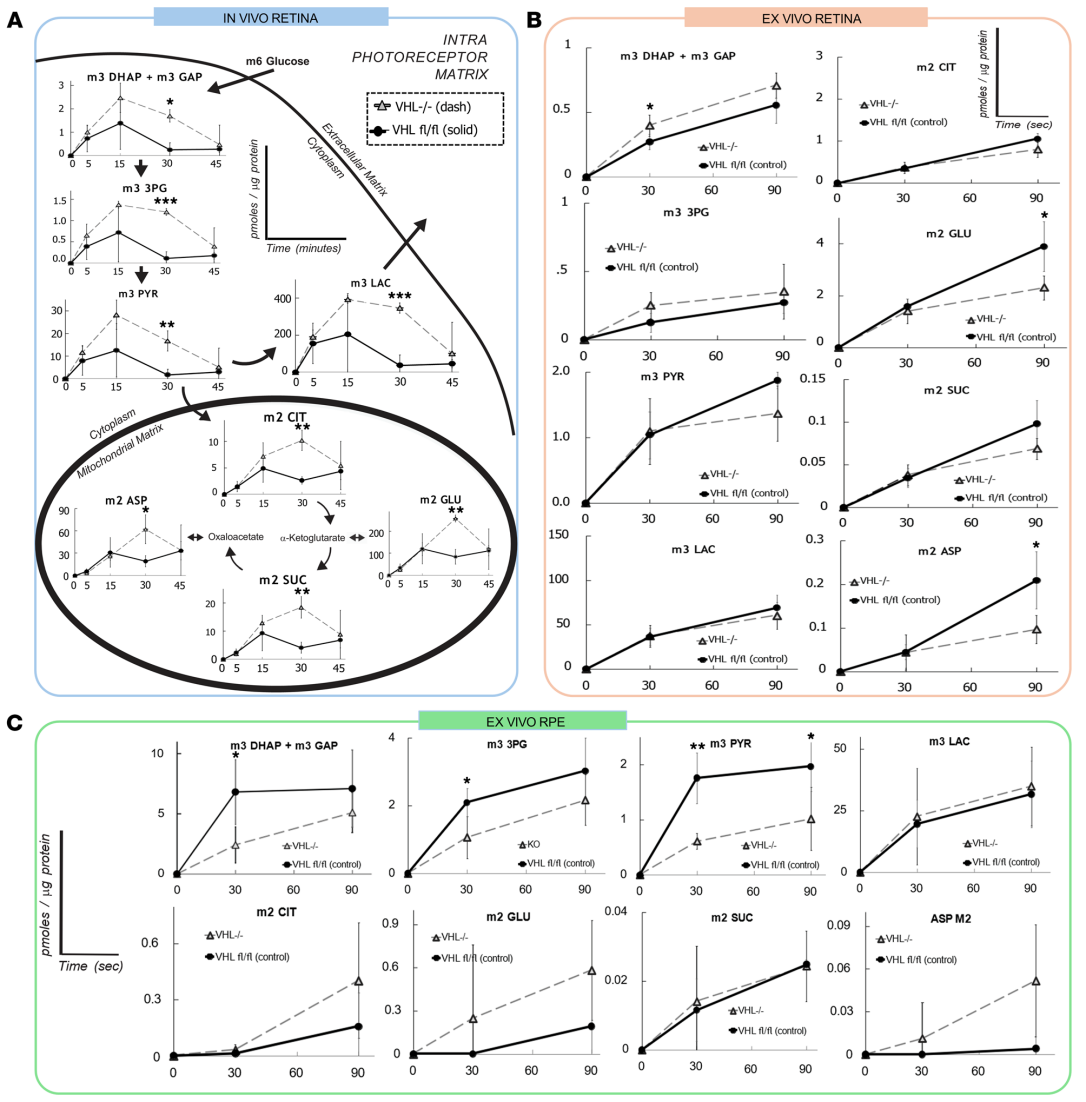
VHL ablation in rods causes increased glycolysis in photoreceptors, accompanied by a reciprocal reduction in glycolysis in nongenetically modified RPE cells. VHL ablation in rods resulted in increased glycolysis in the photoreceptors, in addition to a suppressed glycolysis in the RPE indicative of a potential crosstalk mechanism. (**A**) In vivo targeted analysis of glycolysis and oxidative phosphorylation in the photoreceptors of treated (*Vhl^–/–^; Pde6b^H620Q/H620Q^*; *Pde6g^Cre–ERT2/+^*) and untreated (*Vhl^loxP/loxP^; Pde6b^H620Q/H620Q^*; *Pde6g^Cre–ERT2/+^*) mice at 3 weeks of age. An upregulation of glycolytic intermediates was observed following VHL ablation, in addition to increases in oxidative phosphorylation intermediates (*n* = 3). (**B**) Ex vivo targeted analysis of the retina comparing treated and untreated mice. Instead of receiving glucose supply from the RPE in vivo, photoreceptors were allowed to readily uptake glucose from the surrounding media (*n* = 4). (**C**) Ex vivo targeted analysis of RPE/Choroid tissues following rod-specific VHL ablation. Despite being unedited, RPE cells experienced decreased glycolysis and increased mitochondrial flux (*n* ≥ 4). A 2-tailed *t* test was performed to determine significance in each of the graphs. All error bars shown represent mean ± SEM. * *P* < 0.05; ** *P* < 0.01; *** *P* < 0.001.

**Figure 5:**
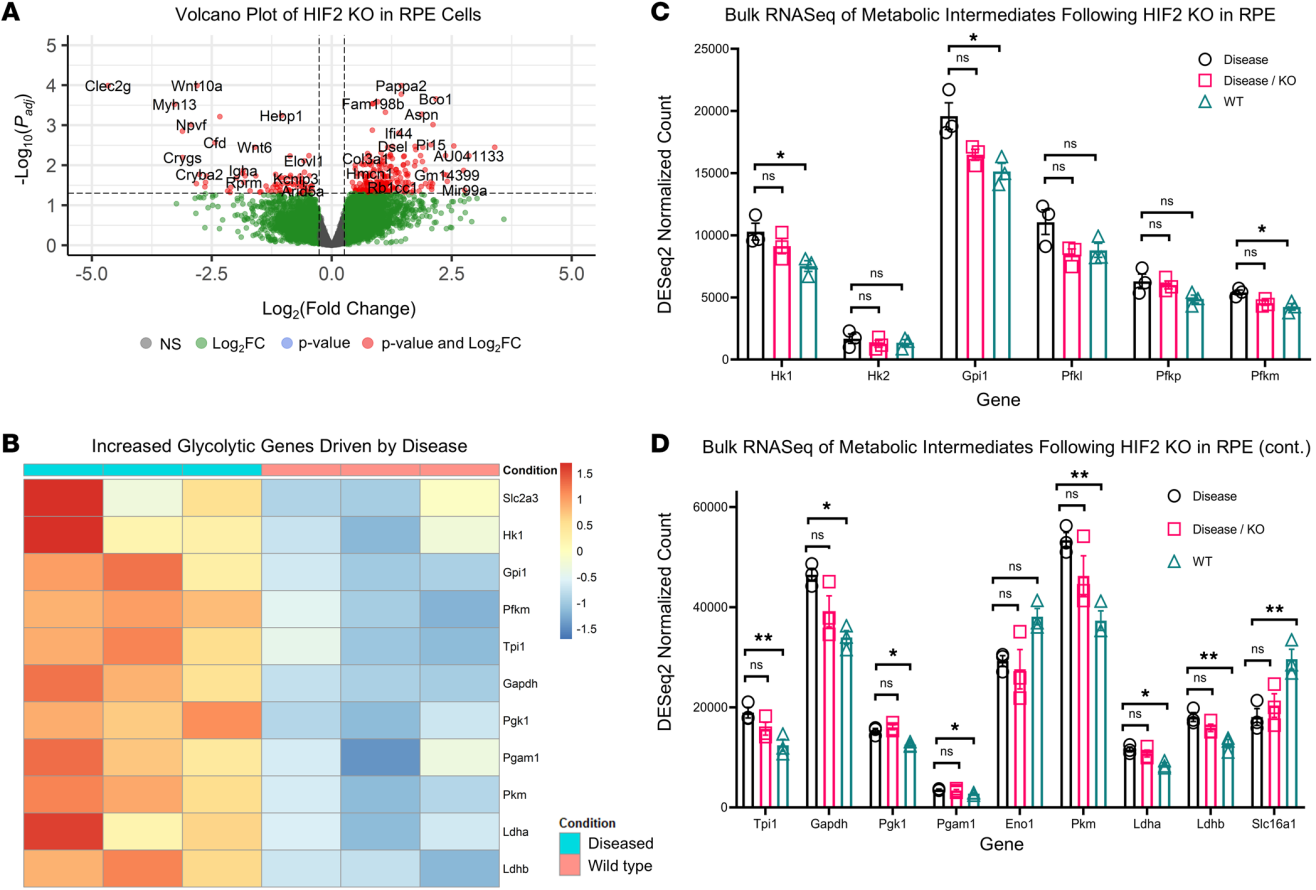
RPE-specific ablation of HIF2A does not alter metabolic transcriptome. RPE-specific ablation of HIF2A failed to reverse the increase in glycolytic enzyme transcripts observed in response to disease progression. (**A**) Volcano plot of bulk RNA-seq comparing RPE-specific HIF2A-KO mice (*Hif2a*^–/–^; *Pde6b^H620Q/H620Q^*; *Rpe65*^P2A–Cre–ERT2/+^) to control mice (*Hif2a^loxP/loxP^; Pde6b^H620Q/H620Q^*; *Rpe65^P2A–Cre–ERT2/+^*). (**B**) DESeq results of glycolytic intermediates comparing WT control mice and degenerative mice (*Hif2a^loxP/loxP^; Pde6b^H620Q/H620Q^*; *Rpe65^P2A–Cre–ERT2/+^*) confirms previously published findings regarding elevated glycolysis in the RPE associated with retinitis pigmentosa disease progress. (**C**) Comparison of normalized counts between WT (green), diseased (black), and diseased mice treated via HIF2A ablation in the RPE (pink). No change was observed in upstream or (**D**) downstream glycolytic transcripts when compared between diseased control (black) and treated (pink) (*n* = 3). Statistics were performed in DESeq2 using Wald tests and multiple comparisons were accounted for using the Benjamini-Hochberg method to control the FDR. Error bars represent mean ± SEM. * *P* < 0.05; ** *P* < 0.01.

**Figure 6:**
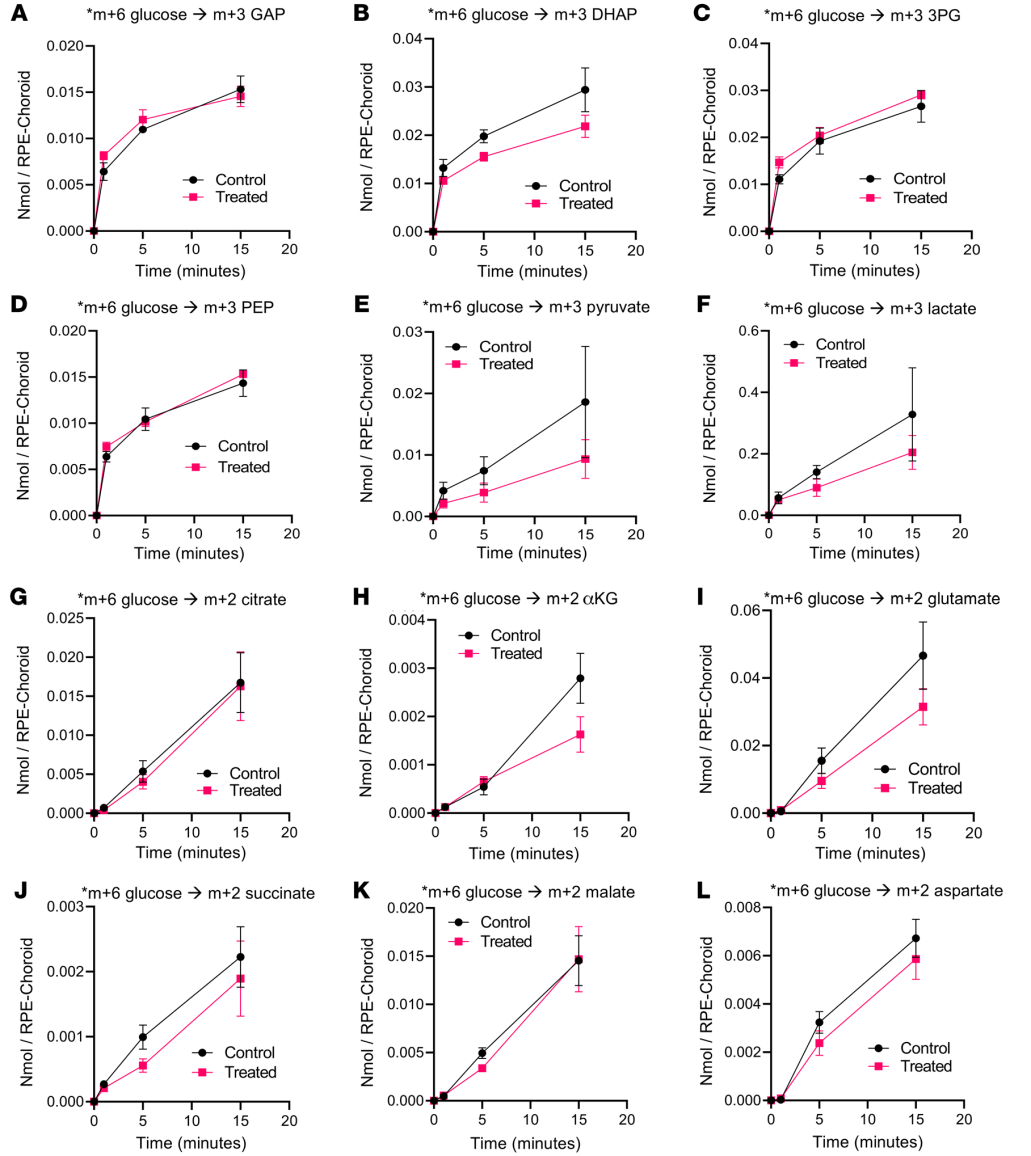
HIF2A maintains canonical independence from glycolysis in the RPE of degenerative mice. RPE-specific ablation of HIF2A did not alter RPE-choroid glucose metabolism ex vivo. RPE-choroid tissue was dissected from 21-day-old experimental (*Hif2a*^–/–^; *Pde6b^H620Q/H620Q^*; *Rpe65*^P2A–Cre–ERT2/+^) and control (*Hif2a^loxP/loxP^; Pde6b^H620Q/H620Q^*; *Rpe65^P2A–Cre–ERT2/+^*) mice, then incubated in 5mM U-^13^C glucose for 1, 5, or 15 minutes. Following the incubation, retina tissue was flash-frozen in liquid nitrogen. Metabolites were extracted, derivatized, and run on a GC-MS system. Accumulation of ^13^C to form (**A**) m+3 glyceraldehyde3-phosphate (GAP), (**B**) m+3 dihydroxyacetone phosphate (DHAP), (**C**) m+3 3-phosphoglycerate (3-PG), (**D**) m+3 phosphoenolpyruvate (PEP), (**E**) m+3 pyruvate, (**F**) m+3 lactate, (**G**) m+2 citrate, (**H**) m+2 α-ketoglutarate (αKG), (**I**) m+2 glutamate, (**J**) m+2 succinate, (**K**) m+2 malate, and (**L**) m+2 aspartate was unchanged (*n* = 3–4). Error bars represent mean ± SEM.

# Supplementary material for: Ablating VHL in rod photoreceptors modulates RPE glycolysis and improves preclinical model of retinitis pigmentosa
**Source:** J Clin Invest. 2025 Feb 12;135(7):e185796. doi: 10.1172/JCI185796
**Supplement:** Supplemental data

Supplemental Tables:

Supplemental Table 1: Genomic PCR primers used for amplification and validation of VHL and HIF Loci.

| Primer Application                      | Primer Sequence               |
|-----------------------------------------|-------------------------------|
| <i>Vhl</i> Common Reverse Primer        | CTGACTTCCACTGATGCTTGTCACAG    |
| <i>Vhl</i> Single LoxP Forward Primer   | CTGGTACCCACGAAACTGTC          |
| <i>Vhl</i> Dual LoxP Forward Primer     | CTAGGCACCGAGCTTAGAGGTTTGCG    |
| <i>Hif1a</i> Forward Primer             | GGTGCTGGTGTCCAAAATGT          |
| <i>Hif1a</i> Reverse Primer             | GGGCAGTACTGGAAAGATGG          |
| <i>Hif2a</i> Common Reverse Primer      | CAGGCAGTATGCCTGGCTAATTCCAGTT  |
| <i>Hif2a</i> Single LoxP Forward Primer | CTTCTTCCATCATCTGGGATCTGGGACT  |
| <i>Hif2a</i> Dual LoxP Forward Primer   | GCTAACACTGTACTGTCTGAAAGAGTAGC |

773 Supplemental Table 2: qPCR primers used for amplification and assessment of relative transcriptional levels.

| Primer Application          | Primer Sequence           |
|-----------------------------|---------------------------|
| <i>Vhl</i> Primer Forward   | TCCACAGCTACCGAGGTCAT      |
| <i>Vhl</i> Primer Reverse   | TTCCGCACACTTGGGTAGTC      |
| <i>Hif1a</i> Primer Forward | CTTGACAAGCTAGCCGGAGG      |
| <i>Hif1a</i> Primer Reverse | CGACGTTCAGAACTCATCCTATTTT |
| <i>Hif2a</i> Primer Forward | GGTCATCGCAGTTGGAACCT      |
| <i>Hif2a</i> Primer Reverse | GAAGTCCTTTGCAGACCTCATC    |
| <i>Glut1</i> Primer Forward | CACTGTGGTGTCGCTGTTTG      |
| <i>Glut2</i> Primer Forward | ACCGGGATGATTGGCATGTT      |
| <i>Glut2</i> Primer Reverse | CCCAAGGAAGTCCGCAATGT      |
| <i>Glut3</i> Primer Forward | CCTCAGCTGCAGCCTACTT       |
| <i>Glut3</i> Primer Reverse | ATGTCCTCGAAAGTCCTGCC      |
| <i>Glut4</i> Primer Forward | CCATCTTGATGACCGTGGCT      |
| <i>Glut4</i> Primer Reverse | ACCCATAGCATCCGCAACAT      |
| <i>Hk1</i> Primer Forward   | AAGGAGACCAACAGCAGAGC      |
| <i>Hk1</i> Primer Reverse   | AAGTCACCATGCTCAGTCCC      |
| <i>Pfkm</i> Primer Forward  | TCGCGATCTCCAGGTGAATG      |
| <i>Pfkm</i> Primer Reverse  | CTGTCAAAGGGAGTTGGGCT      |
| <i>Pfkp</i> Primer Forward  | GGGGCCTCGTACTCAGAAAC      |
| <i>Pfkp</i> Primer Reverse  | CCCTTCAGTTTGGCCGAGAT      |
| <i>Pfkl</i> Primer Forward  | GGTGTTTGCCAATGCTCCAG      |
| <i>Pfkl</i> Primer Reverse  | GGCATGCGGTGCTCAAAATC      |
| <i>Pkm1</i> Primer Forward  | TCGCATGCAGCACCTGATAG      |

|                               |                       |
|-------------------------------|-----------------------|
| <i>Pkm1</i> Primer Reverse    | AGGTCTGTGGAGTGA CTGGA |
| <i>Pkm2</i> Primer Forward    | CATGCAGCACCTGATTGCCC  |
| <i>Pkm2</i> Primer Reverse    | CCACTGCAGCACTTGAAGGA  |
| <i>Ldha</i> Primer Forward    | CGTGCACTAGCGGTCTCAA   |
| <i>Ldha</i> Primer Reverse    | CTTGTTCTGGGGAGCCTGC   |
| <i>Ldhb</i> Primer Forward    | CTCCTCCTTCTTGTAGAGCCG |
| <i>Ldhb</i> Primer Reverse    | GGGTTGCCATCTTGTCCAGAA |
| $\beta$ -Actin Primer Forward | CACTGTCGAGTCGCGTCC    |
| $\beta$ -Actin Primer Reverse | TCATCCATGGCGAACTGGTG  |

774

775

776

777

778

779

780

781

782

783

784

785

786

787

788

789

**Supplemental Table 3: Primary and Secondary Antibodies Used for Immunoblotting.**

| Antibody Information                                                                    | Dilution Factor |
|-----------------------------------------------------------------------------------------|-----------------|
| Von Hippel Lindau/VHL Antibody (Santa Cruz Biotechnology, sc-17780)                     | 1:250           |
| HIF1A Antibody (Novus Biologicals, NB100-105)                                           | 1:500           |
| HIF2A/EPAS1 Antibody (Novus Biologicals, NB100-122)                                     | 1:1000          |
| Anti-Glucose Transporter GLUT1 antibody (Abcam, ab40084)                                | 1:1000          |
| Anti-Glucose Transporter GLUT2 antibody (Abcam, ab54460)                                | 1:1000          |
| Muscle Phosphofructokinase/PFKM/PFK-1 Antibody (Novus Biologicals, NBP1-87293)          | 1:500           |
| PDK1 Antibody (Cell Signaling Technologies, 3062S)                                      | 1:1000          |
| LDHA Antibody (Cell Signaling Technologies, 2012S)                                      | 1:1000          |
| SLC16A3/MCT4 Polyclonal Antibody (Invitrogen, PA5-106683)                               | 1:1000          |
| $\beta$ -Actin (8H10D10) Mouse mAb (Cell Signaling Technology, 12262S)                  | 1:1000          |
| Donkey anti-Mouse IgG (H+L) Secondary Antibody, HRP (Invitrogen, A16011)                | 1:5000          |
| Donkey anti-Rabbit IgG (H+L) Cross-Adsorbed Secondary Antibody, HRP (Invitrogen, 31458) | 1:5000          |

Supplemental Figures:

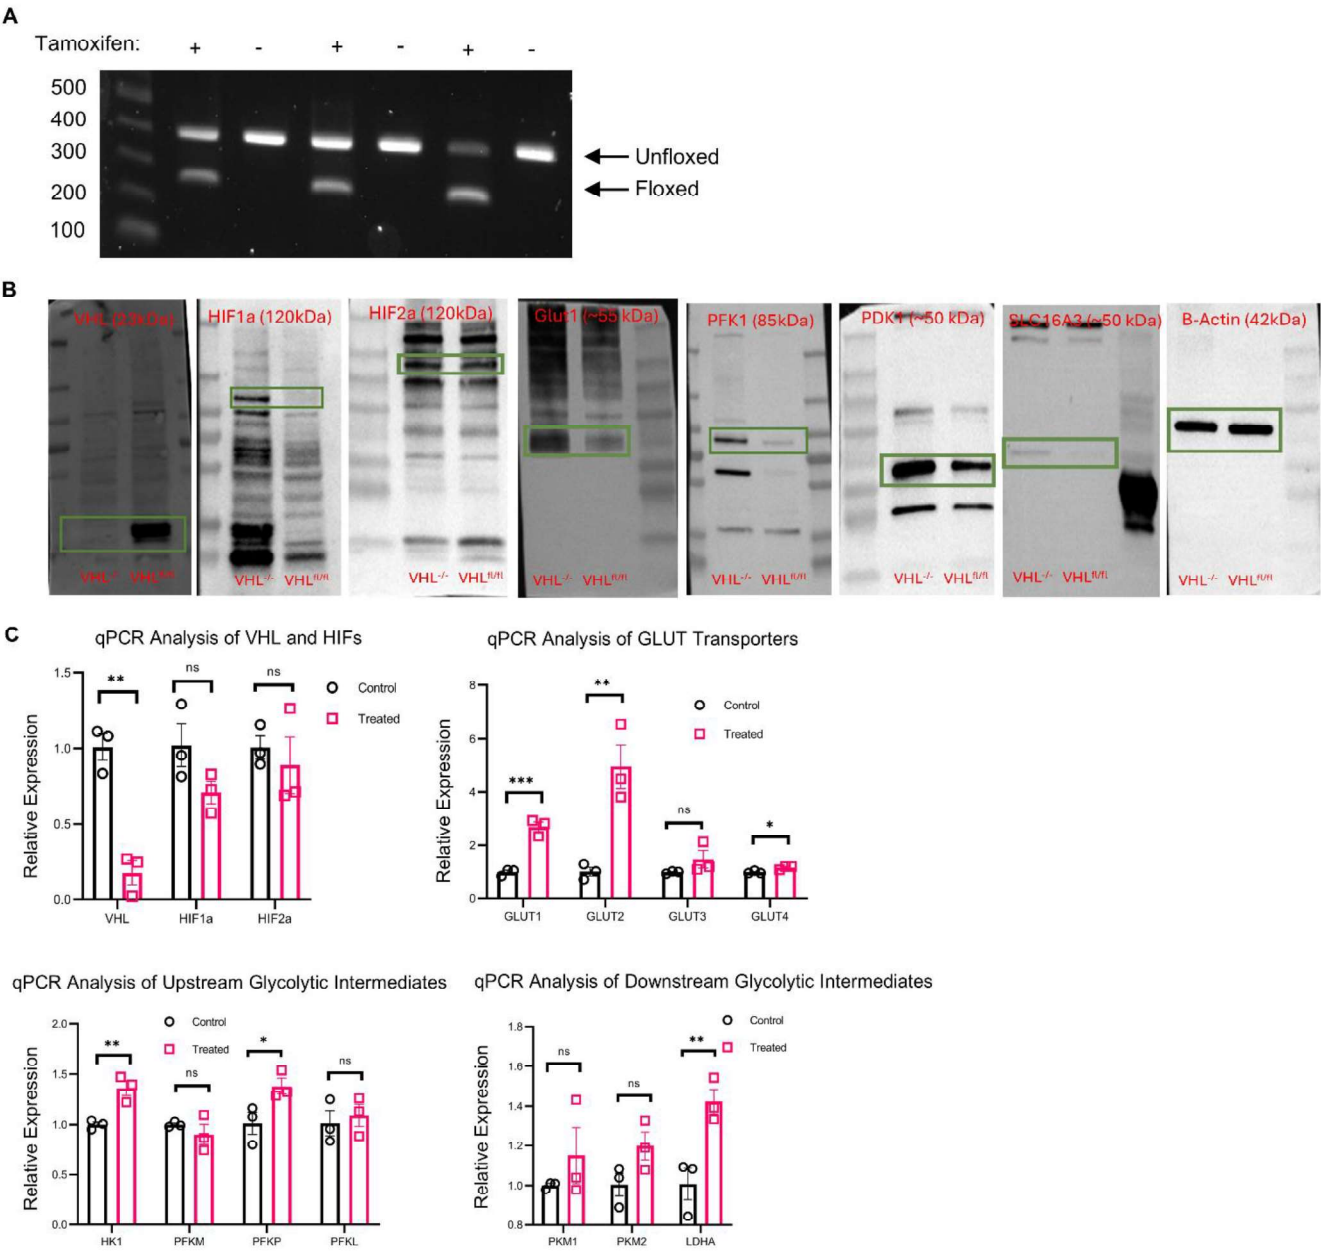

**Supplemental Figure 1. Molecular validation of VHL ablation in photoreceptors reveals alterations at the genomic and proteomic levels.** Molecular validation of VHL ablation supports previous findings regarding the roles of HIFs and their downstream targets while demonstrating the fidelity of our Cre-loxP system. (A) PCR amplification of tamoxifen injected (treated) and uninjected (control) mice at the VHL genomic loci demonstrated clear truncation only in the treated population. (B) Immunoblots of VHL, HIFs, and their well-established downstream targets such as phosphofructokinases and glucose transporters supported the proposed mechanism of rescue. Mice were evaluated at 3 weeks of age prior to disease onset. (C) qPCR validation of RNA-seq findings demonstrated consistent upregulation of glucose transporters (*Glut1*), upstream glycolytic enzymes (*Hk1*, *Pkfp*), and downstream enzymes (*Ldha*). All results were normalized with respect to  $\beta$ -Actin levels and analyzed using double delta Ct methods (N=3). Mice were evaluated at 3 weeks of age and confirmed proteomic perturbations identified in immunoblots.

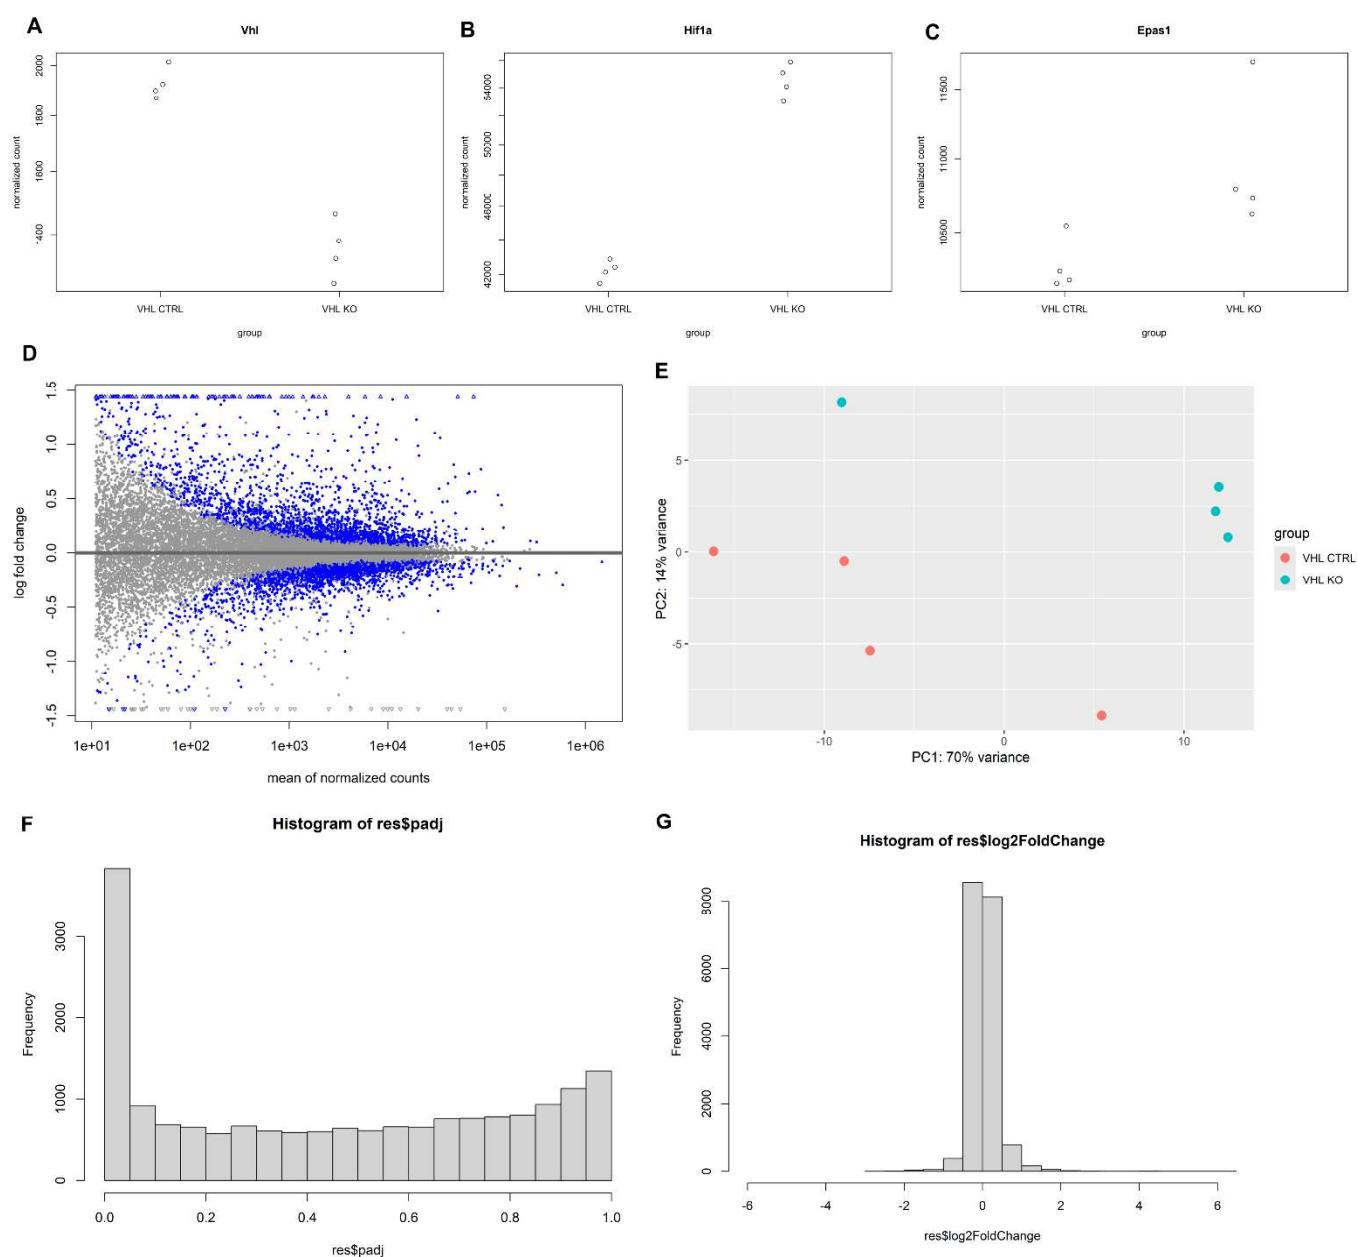

**Supplemental Figure 2. Supporting analyses of bulk RNA-seq comparing VHL ablated and unablated neuroretinas.**

Supporting graphs and data analysis justifying bulk RNA-seq findings including target engagement of VHL (A), HIF1A (B), and HIF2A (C). 

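Of the genes called between VHL KO and VHL control retinas, 92.5% had a log2 fold change between -1 and 1. Beyond these limits lay 215 rises and 37 falls. The median rise was 0.31 and the median fall -0.19 on the log2 scale. At an adjusted p under 0.01, 1902 genes were called. Over the 500 most variable genes, the first principal component held 67.8% of the variance and the second 14.5%. Neither separated the groups without overlap (exact permutation test, two-sided, p = 0.086 and 0.14). On the first component VHL KO mouse 3, with a score of 15.1, lay among the control mice, and control mouse 3, with -8.19, lay nearest the other VHL KO mice. VHL KO mouse 3 had the highest lens measure of its group (7.74 log2 CPM), and control mouse 3 the lowest of its group (1.69). Of the 12 lens genes, 11 were among the 500, and with lens genes left out the first component held 57.4% (exact permutation p = 0.057).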

(D) MA plot, principal component analysis (E), and histograms of adjusted P value (F) and Log<sub>2</sub>(Fold Change) (G) are also provided.

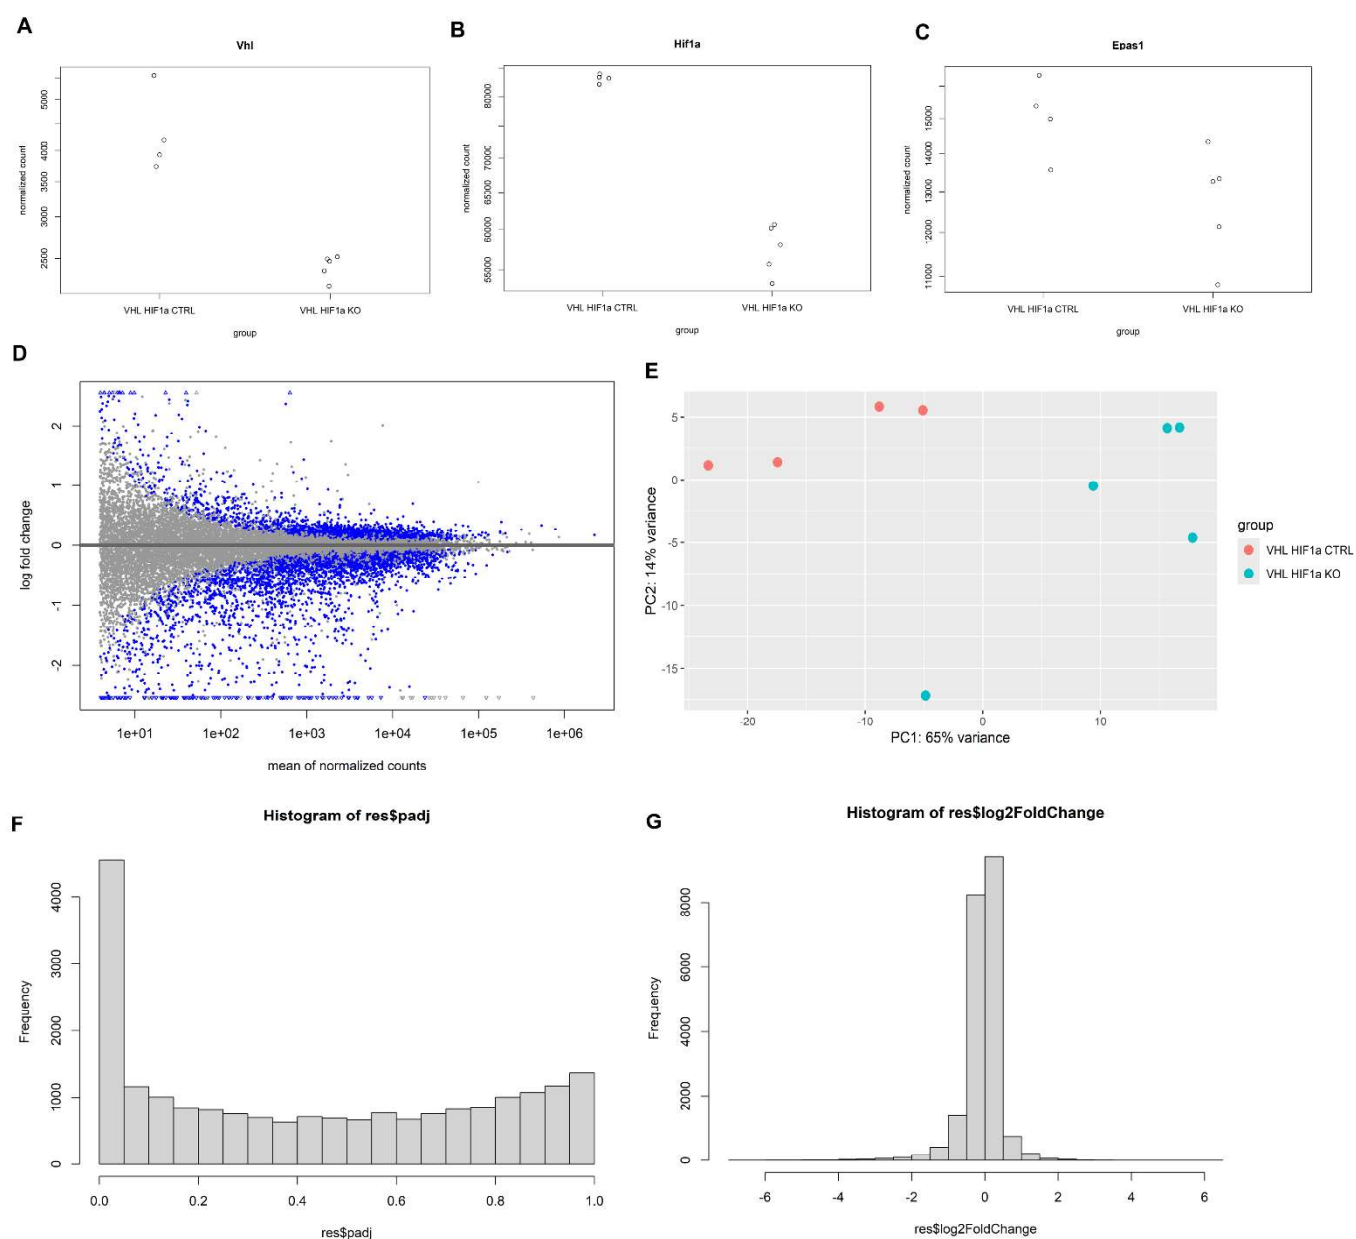

**Supplemental Figure 3. Supporting analyses of bulk RNA-seq comparing control and VHL/HIF1A ablated neuroretinas.**

Supporting graphs and data analysis justifying bulk RNA-seq findings including target engagement of VHL (A), HIF1A (B), and HIF2A (C). (D) MA plot, principal component analysis (E), and histograms of adjusted P value (F) and Log<sub>2</sub>(Fold Change) (G) are also provided.

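In the comparison of VHL/HIF1A KO with VHL/HIF1A control retinas, 83.5% of the genes called had a log2 fold change between -1 and 1, and 65 rises and 427 falls lay beyond. The median rise was 0.22 and the median fall -0.49 on the log2 scale. An adjusted p under 0.01 was reached by 986 genes. The first principal component of the 500 most variable genes held 66.3% of the variance and separated the groups (exact permutation test, two-sided, p = 0.016), and the second held 13.9%. VHL/HIF1A KO mouse 1 lay apart from the other KO mice, with scores of 9.33 on the first and -25.4 on the second component. All 12 lens genes were among the 500. With them left out the first component held 57.5% and still separated the groups. Other transcripts that vary with the lens measure may remain, so this does not free the separation from lens transcripts. The lens measure was 8.08 log2 CPM in VHL/HIF1A KO mouse 1. It was 3.51 or less in the other KO mice and 5.87 or more in the control mice.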

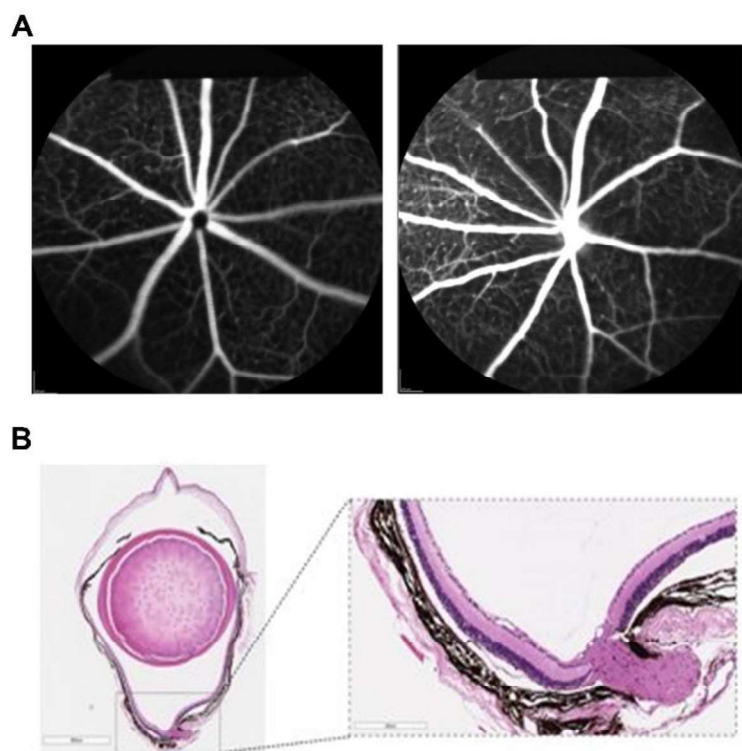

**Supplemental Figure 4. VHL ablation in rod photoreceptors does not result in abnormal vascularization or blastoma formation.** Given the connection between HIFs and angiogenic growth factors, we explored the potential for abnormal vascularization and hemangioblastoma formation, observing no significant findings or adverse events. **(A)** Angiograms of treated (left) and untreated (right) mice at three weeks of age prior to disease onset where no significant findings were identified. **(B)** Histological images of treated mice at 18 months of age used to determine the presence of hemangioblastomas or other malignant formations. No adverse events were detected.

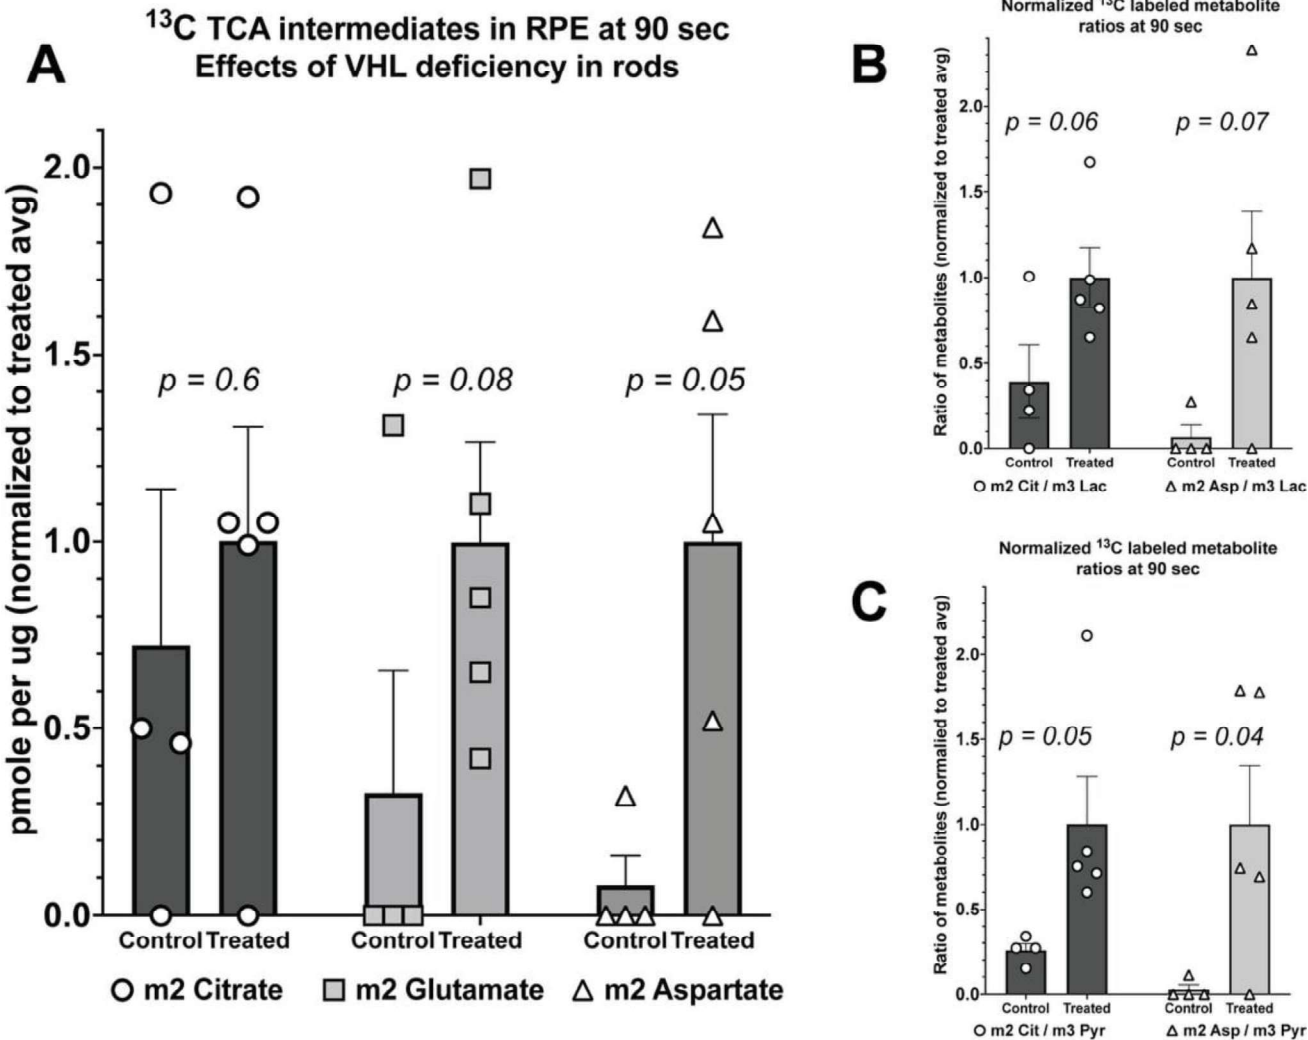

**Supplemental Figure 5. VHL ablation in rods resulted in non-cell-autonomous increase in mitochondrial TCA in genetically unperturbed RPE.** A more detailed statistical analysis of the 90 second data of the experiments shown in Figure 4C confirmed that the loss of VHL specifically only in rods causes a secondary effect on RPE choroid tissue that persists when the RPC/choroid tissue is isolated from the eye. (A) Metabolic flux from U-<sup>13</sup>C glucose through glycolysis and the TCA cycle in REP/choroid isolated from VHL ablated and unablated rod photoreceptor cells. (B) and (C) Ratios of <sup>13</sup>C citrate and <sup>13</sup>C aspartate to either <sup>13</sup>C lactate or <sup>13</sup>C pyruvate at 90 seconds (N>=4).

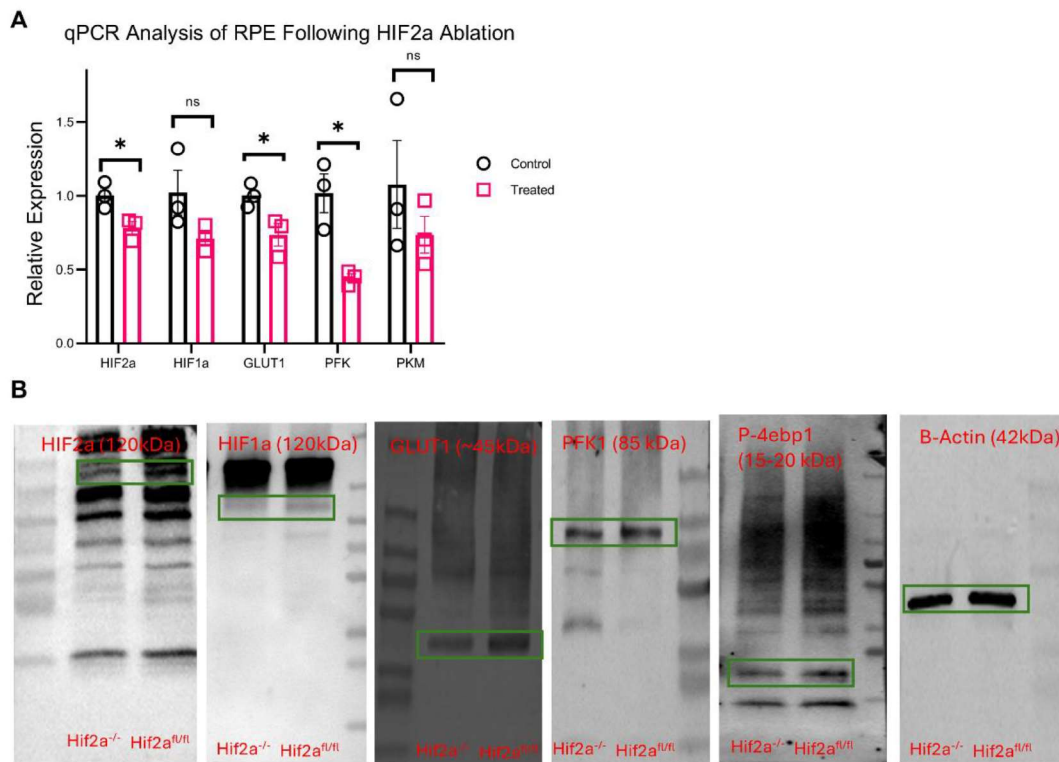

**Supplemental Figure 6. Molecular validation of HIF2A ablation in RPE demonstrates target engagement and fidelity of treatment.** qPCR and immunoblotting of known HIF2A targets in 3-week-old retinas demonstrate changes at the transcriptional and proteomic levels indicative of successful target engagement following tamoxifen injection. **(A)** qPCR of HIF2A and known downstream HIF2A targets such as GLUT1 demonstrate a transcriptional perturbation in response to cell-specific KO that is in-line with previously explored relationships (N=3). **(B)** Immunoblots of the RPE for HIFs demonstrated downregulation of HIF2A and known targets.

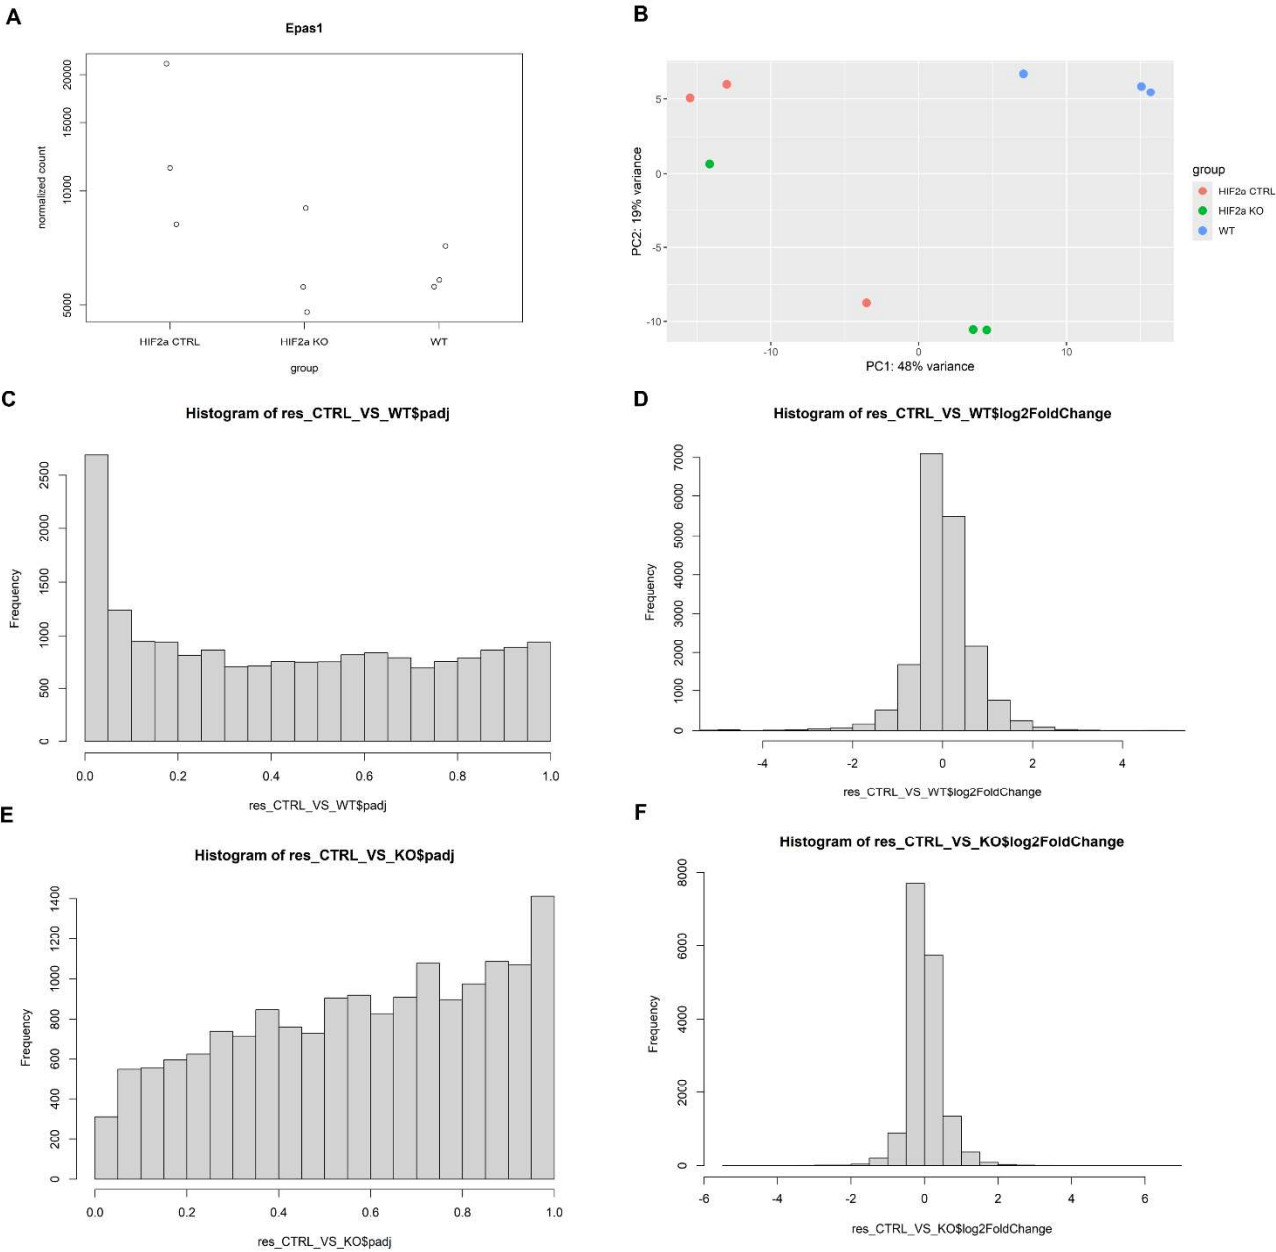

**Supplemental Figure 7. Supporting analyses of bulk RNA-seq comparing RPE/Choroid of wildtype, diseased, and diseased mice with HIF2A ablated in the RPE.** Supporting graphs and data analysis justifying bulk RNA-seq findings including target engagement of VHL HIF2A **(A)**. **(B)** principal component analysis and histograms of adjusted P value **(C)** and  $\text{Log}_2(\text{Fold Change})$  **(D)** for wildtype vs diseased mice in addition to histograms of adjusted P value **(E)** and  $\text{Log}_2(\text{Fold Change})$  **(F)** for diseased vs diseased with HIF2A KO in RPE are shown.

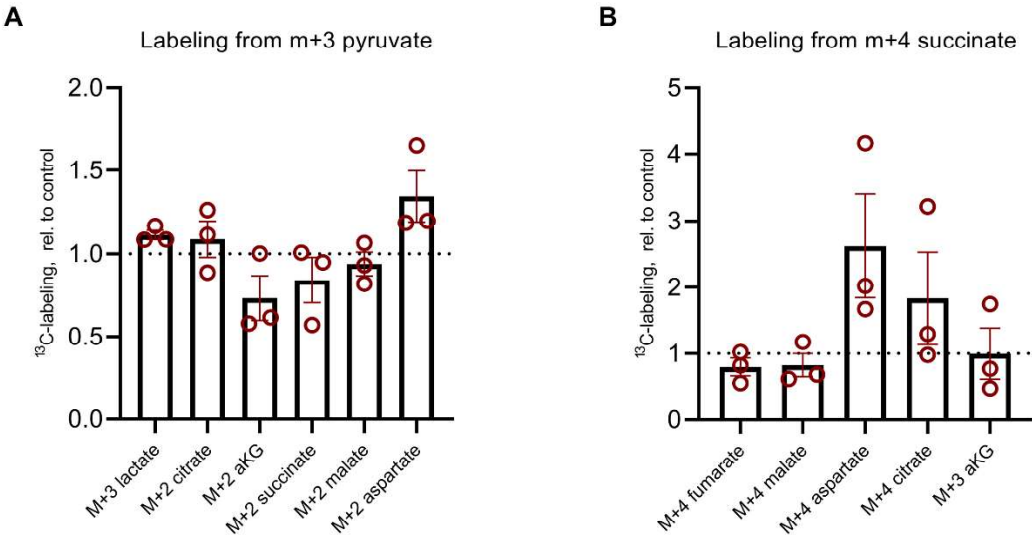

**Supplemental Figure 8. <sup>13</sup>C succinate labeling showed enhanced mitochondrial flux in the RPE.** *Ex vivo* analysis of HIF2A ablated and unablated RPE demonstrated minor differences. **(A)** Metabolic tracings from RPE/choroid tissues dipped in 5mM U-<sup>13</sup>C pyruvate for 90 seconds indicated no overall change in flux. **(B)** Metabolic tracings from RPE/choroid tissues dipped in 5mM U-<sup>13</sup>C succinate for 90 seconds identified no statistically significant difference between control and experimental groups (n=3), but trends positively towards an increase in mitochondrial activity as shown by elevated M+4 aspartate following HIF2A KO. Error bars represent S.E.M.

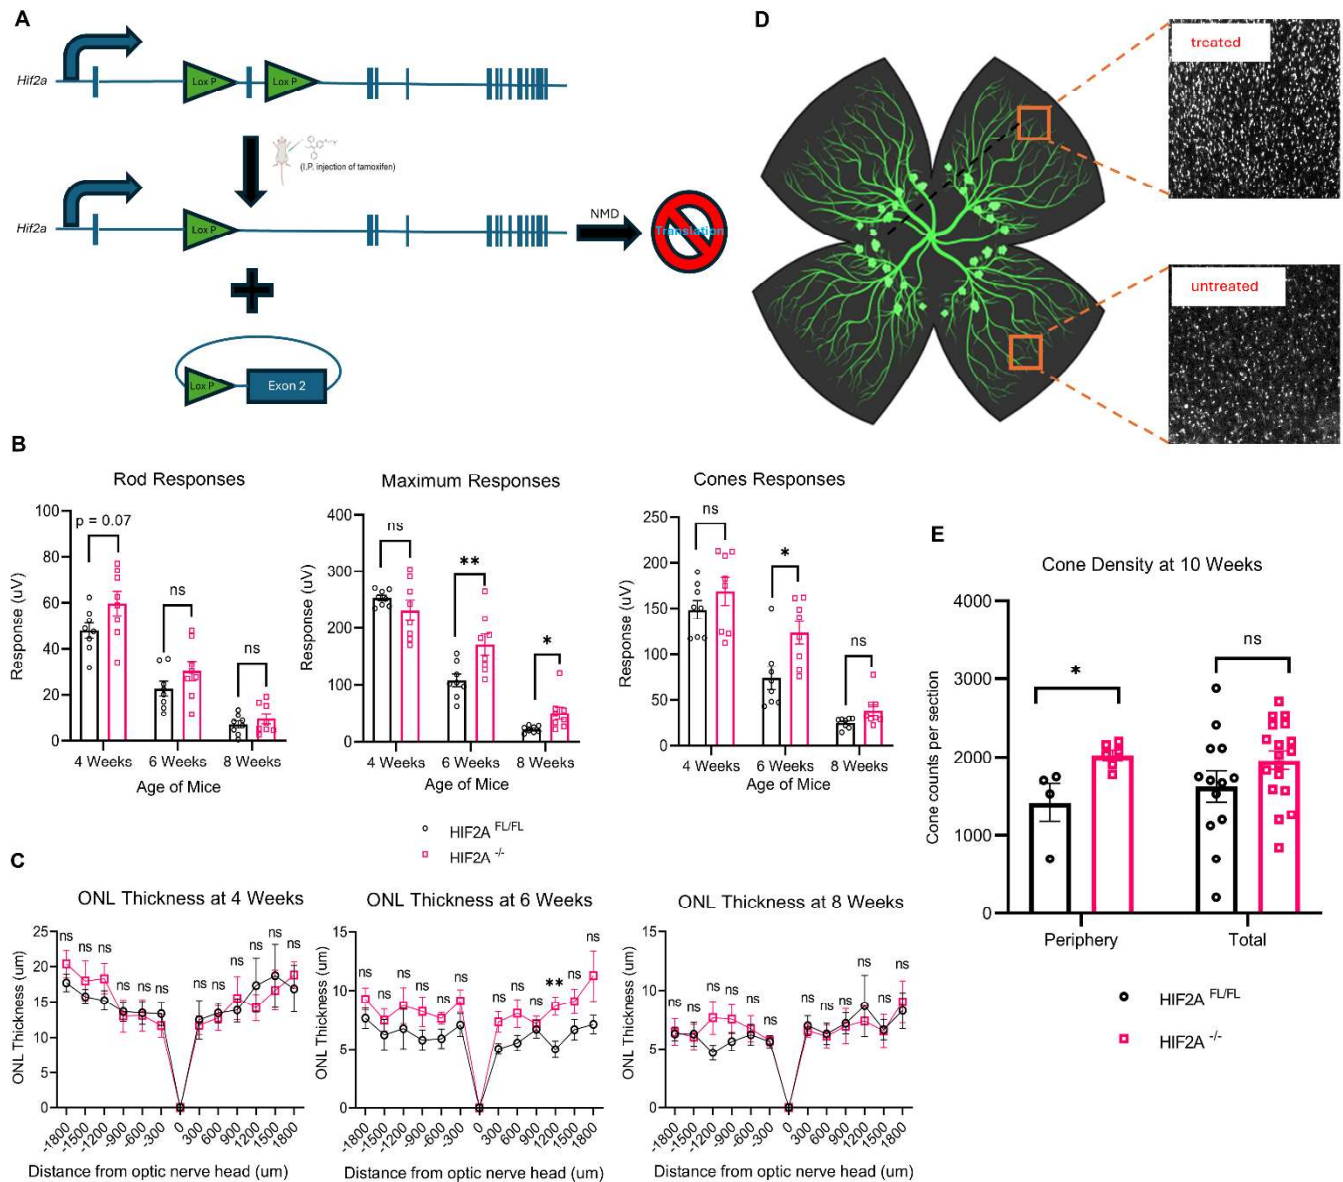

**Supplemental Figure 9. RPE-specific ablation of HIF2A offers therapeutic benefits and increases cone lifespan.** RPE-specific ablation of HIF2A results in transient functional benefits and preserves cone cells over an extended period. **(A)** General diagram of genetic recombination that occurs in mice floxed for exon 2 of *Hif2a* following tamoxifen injection. **(B)** ERG analysis of control (*Hif2a*<sup>loxP/loxP</sup>; *Pde6b*<sup>H620Q/H620Q</sup>; *Rpe65*<sup>P2A-Cre-ERT2/+</sup>) and treated (*Hif2a*<sup>-/-</sup>; *Pde6b*<sup>H620Q/H620Q</sup>; *Rpe65*<sup>P2A-Cre-ERT2/+</sup>) mice injected with tamoxifen (N=8). **(C)** Spidergrams depicting thickness of ONL as a function of distance from the optic nerve head estimated histological preservation and treatment effect (N>=5). **(D)** Graphic depicting peanut agglutinin (PNA) staining of cones in 10-week-old control and treated mice. **(E)** Bar graph depicting the counts of cone cells measured in the periphery and averaged over the entirety of the retina (N>=4). Error bars represent S.E.M. \* p < 0.05; \*\* p < 0.01.

How the deposited data were processed for this re-analysis (not part of the article)

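Bulk RNA-seq of neural retina at 3 weeks of age was analysed in 17 mice, 1 library per mouse: 4 VHL control, 4 VHL KO, 4 VHL/HIF1A control and 5 VHL/HIF1A KO. The authors deposited 1 table of raw read counts per gene, made at the New York Genome Center, with 45232 genes by Ensembl identifier and no normalization. The paper's text does not name the aligner, the genome build, the strand use of the counting or the sequencing depth. Samples were mapped to genotype and mouse number by the column names and sample labels, and every column was used. The paper's other experiments, such as qPCR, electroretinography, metabolomics and the RPE/choroid RNA-seq, were not analysed here.

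The identifiers were matched to the GENCODE M21 annotation of GRCm38, which holds 44585 of them and 99.8% of the counts. Coordinates are from that annotation, and the build was chosen by this match. Genes with a total of at least 10 counts over the libraries of a comparison were kept. They were normalized by TMM and tested with the quasi-likelihood test of edgeR 4.0.16 with robust dispersion, in R 4.3.3. A gene was called at a Benjamini-Hochberg adjusted p under 0.05. The test gives no standard error (SE), so SE is the absolute log2 fold change divided by the square root of the F statistic. The p-values come from the F test and not from this SE. Each KO group was compared with the control group of its own line, and the difference between the effects of the 2 ablations was tested in 1 fit of all 17 libraries. Gene lists were tested with camera of limma 3.58.1 at an inter-gene correlation of 0.01, adjusted over 30 tests. The overlap of the calls was tested with Fisher's exact test among genes tested in both comparisons. The list of Xist alone, with 1 gene, was not tested. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 gave the summaries, exact permutation tests and figures.

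The test designs, the gene lists, the rule for the genes named and the alternatives other than those said to be added later were fixed before the data were examined. The text names every gene that the paper names for this RNA-seq. It also names the 3 largest rises and falls of each comparison and the 3 largest opposite and same-direction changes, among genes called with a mean of at least 5 CPM and groups that did not overlap. The alternatives were other normalizations (DESeq2's size factors, upper quartile, library size), other count filters, the mouse number as a block, a fit of all libraries, DESeq2 1.42.0, the tool that the paper names, stricter limits, other reference controls and leaving out each mouse. Covariates for Xist status and lens transcripts, leaving out X and Y genes, halved counts, thinned libraries and the limits of the paper's supplementary lists were added after the data were seen.

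The mouse numbers come from the sample labels, which number the mice 1 to 4 or 1 to 5 within each group and do not say that equal numbers are littermates or were processed together. The analysis was checked on simulated counts drawn from the real means and library sizes, in which 200 genes changed 1.5-fold. The edgeR test recovered 77.0% of them among 23223 genes in the VHL comparison, with 14 false calls, and 74.0% among 24377 genes in the VHL/HIF1A comparison, with 11. For the difference between the effects it recovered 53.5% among 25600 genes, with 5. DESeq2 recovered 83.5% in the VHL comparison, with 31 false calls, and 83% in the VHL/HIF1A comparison, with 50. The simulated genes were independent and carried no Xist, lens or library set difference, so the check does not cover these. Pairs of libraries of the same group differed by more than sampling noise, with a chi-square per degree of freedom between 9.73 and 489 over 28 pairs, so no pair was treated as 1 library. The total count per library ran from 60611374 to 154652581, and at this depth the spread between mice exceeds counting error for genes with a mean of at least 100 counts.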

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

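The tests of the lens genes' covariation, of the lens measure between groups, of the rod genes and of the Y-linked genes were chosen only after the results were seen. Of 112 groups of values checked for a library far from the others, 10 had one, where chance gives 5.60. Among the genes, these were Slc16a3 in VHL control mouse 1 (43.2 CPM) and VHL/HIF1A KO mouse 1 (17.6), Gapdh in VHL KO mouse 2 (1456), Epas1 in VHL KO mouse 4 (178) and Pfkl in VHL/HIF1A control mouse 3 (374). Among the library measures, in which CPM is scaled by the library total without TMM normalization, VHL KO mouse 3 stood apart by low Xist (1.02 CPM) and by a high lens measure (7.74 log2 CPM). VHL/HIF1A control mouse 4 stood apart by a low total (70832968 counts) and by high Xist (2779 CPM). In VHL/HIF1A KO mouse 1, 3.38% of counts were mitochondrial. No explanation was tested for the single genes or for the mitochondrial share.

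The 4 Y-linked genes had a median log2 fold change of -1.997 in VHL KO retinas (limma's camera, adjusted p = 0.010), lower for 4 of 4 genes. With the inter-gene correlation estimated instead of set to 0.01, camera gave an unadjusted p of 0.18. High Xist went with low Y-linked counts in 17 of 17 libraries, in line with uneven numbers of female and male mice in the groups. The paper states that mice of both sexes were used and that sex was not considered. No other explanation of the Y-linked difference was tested.

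The 12 lens genes had a median log2 fold change of -1.67 in VHL KO retinas (limma's camera, adjusted p = 0.015) and -3.08 in VHL/HIF1A KO retinas (adjusted p = 5.6e-05), lower for 12 of 12 genes in each. These p-values assume an inter-gene correlation of 0.01, far below that of the lens genes given below. With the correlation estimated, camera gave an unadjusted p of 0.43 in VHL KO and 0.21 in VHL/HIF1A KO. None of the 12 was called on its own, and 0 and 2 were lower at an unadjusted p under 0.05 (Bfsp1 and Lim2, named after their values were seen). Over the 17 libraries the lens genes moved together, with a median pairwise Pearson r of 0.987 (permutation p = 0.0001, the smallest that 10000 permutations can give) and a median Spearman rho of 0.968 (permutation p = 0.0001, likewise). Without the 2 libraries farthest from the median of the lens measure, r was 0.988. The lens measure left a gap between 3.51 and 5.87 log2 CPM. Within the 9 libraries above it, r was 0.989 and rho 0.983, and within the 8 below it, 0.961 and 0.738 over the 11 genes that varied there (each permutation p = 0.0001). Lens tissue carried into some retinas at dissection is a candidate explanation. No difference in the lens measure was detected between VHL KO and VHL control retinas (exact permutation test, two-sided, p = 0.26). Between VHL/HIF1A KO and VHL/HIF1A control retinas the exact permutation p was 0.0476 (0.095 adjusted over the 2 comparisons), so a change through the ablation cannot be told apart from uneven dissection there.

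In VHL KO retinas, 9 microglia genes had a median log2 fold change of 0.35 (limma's camera, adjusted p = 0.0083), higher for 8 of 9, and 7 endothelium genes of 0.18 (adjusted p = 0.0088), higher for 7 of 7. In VHL/HIF1A KO retinas, 9 cone genes had a median of 0.16 (adjusted p = 0.041), higher for 9 of 9, of which none was called and 3 had an unadjusted p under 0.05 (Gnat2, Gngt2 and Opn1sw, named after their values were seen). The 18 TCA cycle genes had a median of 0.086 (adjusted p = 0.015), higher for 15 of 18. Of the 18, 6 were called higher and 1 lower. The lower one was Suclg2, named after its value was seen, at -0.78 (adjusted p = 0.0038 in edgeR). The paper does not report these sets for this RNA-seq, apart from the TCA cycle in VHL KO retinas. Uneven Xist status and lens transcripts were tested in 1 KO library per comparison with low Xist and high lens counts, as in most controls. Its median log2 ratio to the control mean was 0.25 for microglia and 0.28 for endothelium genes in VHL KO mouse 3, and 0.39 for cone and 0.16 for TCA cycle genes in VHL/HIF1A KO mouse 1. All 4 ratios lie on the side of the group's median, but each rests on 1 library that is part of that group, and VHL/HIF1A KO mouse 1 stood apart in other measures. The sets cannot be told apart from that explanation. None of the 30 set tests passed with the inter-gene correlation estimated (0 at an adjusted and 5 at an unadjusted p under 0.05). A larger share of these cells, or a change of expression in them, may lie behind the sets and was not tested further.

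For 25 of the 35 genes named, the effect in VHL/HIF1A KO retinas differed from that in VHL KO retinas at an adjusted p under 0.05 in edgeR's test of the difference over 17 libraries. On the log2 scale the difference was -1.54 for Slc2a1, -0.31 for Hk1, -1.84 for Hk2, -0.68 for Gpi1, -1.16 for Pfkp, -1.39 for Pfkl, -0.60 for Aldoa, -0.89 for Tpi1 and -0.60 for Gapdh among the genes from glucose import to triose phosphates. It was -0.97 for Pgk1, -1.18 for Pgam1, -1.19 for Eno1, -0.38 for Pkm, -0.71 for Ldha, -3.09 for Slc16a3, -1.60 for Pdk1 and -0.27 for Pdk3. The paper reports most of these genes as higher in the VHL KO libraries that are part of this fit, so how many were called is partly fixed by that choice. It was -0.90 for Hif1a, which is floxed in 1 of the 2 lines, and -0.33 for Epas1, and it was not called for Vhl (-0.35, adjusted p = 0.074 in edgeR). Among genes chosen by the size of their change, for which the test shows no stability, it was -2.76 for Selenbp1, -2.49 for Gm12758, 1.11 for Ttc21a, 1.28 for Wdr5b, -3.87 for 2610528A11Rik and -4.67 for Gm16754. The call for Epas1 and for Pdk3 was lost with library size alone and in 2 of the 17 fits that each left out 1 mouse.

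Several technical explanations of these calls were tested. In the VHL/HIF1A line the library set follows the genotype, with 0 groups that hold libraries of both sets, so the VHL/HIF1A effect cannot be told apart from a difference between the sets. Across genes, which are not independent replicates, the Spearman correlation of the log2 fold change with GC content was 0.107 in VHL KO and -0.176 in VHL/HIF1A KO retinas, and with gene length -0.0413 and -0.192. Of these only the first length value lay within 0.1 of 0, the limit set for dropping an explanation. Low counts were even more often than odd, which may come from counting both mates of a read pair. With counts halved, 98.6% of the VHL KO and 99.2% of the VHL/HIF1A KO calls were made in the same direction. With the 3 deeper control libraries thinned to the total of VHL/HIF1A control mouse 4 it was 93.2%. Uneven Xist status and lens transcripts were tested by leaving out the KO library with low Xist and high lens counts, as in most controls, and asking where it lay. Of the 2719 autosomal genes called without VHL KO mouse 3, 2667 (98.1%) lay on the called side of the control mean in that mouse, and 13 of 13 glycolytic genes, which the paper chose for their rise in libraries that include this one, lay above every control. For VHL/HIF1A KO mouse 1 it was 4099 of 4793 (85.5%), with 8 glycolytic genes below and 1 above every control. Each test rests on 1 library set against the controls that the calls used. With Xist status as a covariate 36.6% of the VHL KO and 83.7% of the VHL/HIF1A KO calls were made in the same direction, with the lens measure 70.0% and 64.6%, and with both 30.8% and 54.6%. Fewer rods in VHL/HIF1A KO retinas was tested as a reason for lower glycolytic transcripts, and the 15 rod genes had a median log2 fold change of 0.081 there, not lower. A loss of HIF1A-driven transcription remains as a hypothesis beside uneven Xist status, lens transcripts and GC content. By the paper's methods only the KO mice of each line received tamoxifen, so injection and ablation cannot be told apart in either comparison. For VHL/HIF1A KO, gene length and a difference between the library sets also remain. The VHL KO and VHL control libraries share a set, so that difference cannot explain the VHL KO calls. For the 13 glycolytic genes, the median log2 fold change in VHL/HIF1A KO was -0.28, and -0.26 with Xist status as a covariate. That argues against Xist status for this fall, but the median was -0.18 with the lens measure. In VHL KO the median was 0.69, and 0.66 with the lens measure, which argues against lens transcripts for these genes.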

How the results depend on the processing

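The settings with covariates, without X and Y genes, with halved counts or thinned libraries and with the limits of the paper's lists were chosen only after the results were seen. In VHL KO retinas 12 or 13 of the 13 genes of Fig. 2E were called higher under every setting run, which shows no stability, since the paper chose them for their rise in these libraries. In VHL/HIF1A KO retinas between 6 and 9 of 13 were called lower, and 1 was called higher, Pkm, with VHL control as the reference.

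Counts of genes moved more. With the replicate number as a block, VHL/HIF1A KO gave 1432 genes, which include 45.2% of those called without it, opposite-direction genes 180 and same-direction genes 130. With DESeq2 they were 4587, 609 and 467. One fit of all 17 libraries gave 2214 genes for VHL KO. Under the stricter limits (adjusted p under 0.01 and a fold of at least 1.2), VHL KO gave 997, VHL/HIF1A KO 754, the difference between effects 1418, opposite-direction 47 and same-direction genes 20. With the limits of the paper's lists these were 855, 538, 36 and 14 for the 2 KO groups and the 2 overlaps. With VHL control as the reference for both, same-direction genes were 524. With both control groups together they were 487 and VHL/HIF1A KO gave 4554. In both settings the comparisons share control libraries, whose noise moves genes the same way, so neither same-direction number measures agreement. With Xist status as a covariate, VHL KO gave 1314, opposite-direction 187 and same-direction genes 87, and with the lens measure as well 1087, 167 and 91. Xist was high in 0 of 4 VHL control and 3 of 4 VHL KO libraries, so that covariate nearly follows the genotype. The share of rises among the genes whose effects differ was 49.0%, and 61.2% with library size alone. The number of gene set tests called fell from 13 to 0 of 30 with the inter-gene correlation estimated (5 at an unadjusted p under 0.05). It was 14 with the replicate number as a block and 10 by Fisher's exact test, and no set named in the text changed the sign of its median over 4 scalings. The cause was not tested for any of these.

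Across the fits that each left out 1 mouse, VHL KO gave from 2464 to 3193 genes, VHL/HIF1A KO from 1599 to 4982, the difference between effects from 2742 to 4595, opposite-direction genes from 195 to 577 and same-direction genes from 138 to 460. The highest VHL/HIF1A count came without KO mouse 1. Of 2647 values for named genes over 33 settings, 2534 kept direction and call, 78 lost the call, 33 gained it and 2 reversed, and 74 of 105 results kept theirs under every setting run. The reversed ones were Hk2 (0.12) and Hif1a (0.0024) in VHL/HIF1A KO retinas with VHL control as the reference. The cause was not tested. Depth limits genes with few counts, and 3 VHL/HIF1A control libraries hold more than double the counts of the other libraries, so low levels are measured less precisely in the other libraries.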

Differences from the paper's values

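The limits of the paper's lists and the settings with covariates or halved counts were chosen only after the results were seen. The paper's supplementary list for VHL/HIF1A KO against VHL/HIF1A control holds 1235 genes, and 538 genes passed the same limits in edgeR's test. Those limits were read from the list after the data were seen. Of the alternatives set before the data were examined, DESeq2 gave 1242 and a fit of all 17 libraries 866, both within the 1.5-fold range used for a difference. The other normalizations, the other count filters and the block, between 215 with the replicate number as a block and 585 with library size alone, did not close the gap. DESeq2 is the tool that the paper's methods name. On simulated counts of the VHL/HIF1A comparison it made 50 false calls and edgeR 11.

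The paper's histogram shows about 4600 genes with an adjusted p under 0.05 for VHL/HIF1A KO in Supplemental Figure 3F, read by eye, and edgeR called 2981. DESeq2 gave 4587 and the fit of all 17 libraries 4329. Upper-quartile normalization (3298), library size alone (3485) and at least 10 counts in every library (3283) also came within the range. DESeq2's size factors inside edgeR (3011), no count filter (2621) and the replicate number as a block (1432) did not. Without KO mouse 1 the count was 4982. With VHL control as the reference it was 3496, and with both control groups 4554. With the lens measure as a covariate, it was 4430, with Xist status as well 3494 and with counts halved 3135, and these 3 settings were chosen after seeing the values.

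The legend of Fig. 2 reports higher expression of TCA cycle genes in VHL KO retinas. The 18 TCA cycle genes tested had a median log2 fold change of -0.064, and 0 were called higher (0 at an unadjusted p under 0.05). Over 4 scalings the median lay between -0.064 and -0.040. The discussion describes genes changed the same way in both KO groups as uncommon. Here 257 genes changed in the same direction and 353 in opposite directions, and the paper's own lists share 40 and 75. Under the limits of those lists, chosen after seeing the values, edgeR's calls gave 14 and 36.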

Other observations

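The test of even low counts was chosen only after the result was seen. Other splits of the same mice gave fewer calls than the genotypes. In VHL KO against VHL control, 1 of 35 splits of the 8 mice, the real one, reached 3363 genes, and the highest other split called 193. In VHL/HIF1A KO against VHL/HIF1A control it was 1 of 100, with at most 15 genes in the others. For the 13 glycolytic genes it was 1 of 100 splits for VHL/HIF1A KO. For VHL KO it was 1 of 35, but the paper chose these genes on the real split, so this number is no test of it. Among splits that part as many same-numbered mice, it was 1 of 8 and 1 of 16, both for all genes and for the glycolytic genes, too few splits for a share under 0.05. For the opposite-direction genes 1 of 100 splits reached the real number, also among splits that part as many same-numbered mice, where the others reached at most 3. For the same-direction genes it was 1 of 100 in both kinds, and the highest other was 129. The median over the splits was 0 genes for the calls of each comparison and for both overlaps. A small overlap there follows from the few calls, so these shares do not test the overlaps apart from the calls. For the difference between the effects it was 1 of 100 in both kinds, with up to 1872 genes in other splits. A drawn split can keep the real VHL groups, which may lie behind that number and was not checked. A split by library set is the genotype split itself for VHL/HIF1A KO, so the set and the genotype cannot be told apart.

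Among the 2981 genes called in VHL/HIF1A KO retinas, 1790 fell. With the lens measure as a covariate the share was 56.9%, a small move past a limit of 60% that lay at the first value, so this test separates little. Over 4 scalings the lowest share was 39.5%, with library size alone. A scaling shifts all genes alike and so moves the share among small changes, and the limit of 60% lay at the first value here as well, so this test separates little. Beyond a log2 change of 1, 427 genes called after TMM normalization fell and 65 rose. No biological explanation of the excess was tested.

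Counts from 1 to 20 were even in 65.9% of cases in the median library. A candidate explanation is that both mates of a read pair were often counted. The share was 50.7% for counts of 200 or more. No biological explanation was tested.

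Of the 257 genes changed in the same direction in both KO groups, 49.0% were called in the same direction in both with the lens measure as a covariate, just under the limit of 50% set for this test, so it separates little. The number called in the same direction was 271 with that covariate, though most of these were other genes, so lower lens carry-over is neither supported nor ruled out. An effect of VHL ablation that does not need HIF1A was not tested apart from this, and for Crabp1, Agt and Oxtr the difference between the effects was not called. Nor could the tamoxifen injections be separated, which by the paper's methods only the KO mice of each line received.

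The control groups of the 2 lines differed in 1705 of 24174 genes in edgeR's test. Vhl was higher in VHL/HIF1A control retinas by 0.74 and Hif1a by 0.54 on the log2 scale. The 21 other genes within 500 kb of Vhl with a mean of at least 5 CPM had a median of 0.012 between the control groups, which speaks against a shift of the whole region. Another candidate explanation, a difference between the floxed alleles or the strain background of the lines, was not tested.

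The largest rises in VHL KO retinas, among genes with at least 5 CPM and groups that did not overlap, were Xist (12.17, adjusted p = 0.022 in edgeR), 2610528A11Rik (5.70, adjusted p = 1.2e-07) and Gm16754 (4.50, adjusted p = 2.4e-10). The rise in Xist, which was high in 3 of 4 mice, lost its call in 5 of 8 fits that left out a mouse, and also with the replicate number as a block, in the fit of all 17 libraries and with the lens measure as a covariate. The largest falls were Ttc21a (-1.03), Mns1 (-1.03) and, close behind, Wdr5b, of which Mns1 lost its call in the fit of all 17 libraries. In VHL/HIF1A KO retinas the largest falls were Dcn (-4.12, adjusted p = 0.025 in edgeR), Nid1 (-3.74, 0.015) and Fgfr3 (-3.71, 0.046), lower in 5 of 5 mice than in every control mouse. Each of these 3 lost its call with the replicate number as a block and with VHL control as the reference. Leaving out 1 mouse, the call was lost in 4 of 9 fits for Dcn, 0 for Nid1 and 8 for Fgfr3. Dcn also lost it with the lens measure as a covariate, alone or with Xist status, and Fgfr3 without the count filter. In the VHL comparison, where none of these 3 genes was called, libraries of the same group also differed widely. Dcn ran from 2.21 to 32.5 CPM in VHL KO and from 0.281 to 61.8 in VHL control libraries. Nid1 ran from 8.86 to 114 and from 9.13 to 121, and Fgfr3 from 0.584 to 14.9 and from 0.511 to 21.7. The 3 falls therefore cannot be assigned to the ablation.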
